# Gene Expression Profiles of Colonic Mucosa in Healthy Young Adult and Senior Dogs

**DOI:** 10.1371/journal.pone.0012882

**Published:** 2010-09-22

**Authors:** Dong Yong Kil, Brittany M. Vester Boler, Carolyn J. Apanavicius, Lawrence B. Schook, Kelly S. Swanson

## Abstract

**Background:**

We have previously reported the effects of age and diet on nutrient digestibility, intestinal morphology, and large intestinal fermentation patterns in healthy young adult and senior dogs. However, a genome-wide molecular analysis of colonic mucosa as a function of age and diet has not yet been performed in dogs.

**Methodology/Principal Findings:**

Colonic mucosa samples were collected from six senior (12-year old) and six young adult (1-year old) female beagles fed one of two diets (animal protein-based vs. plant protein-based) for 12 months. Total RNA in colonic mucosa was extracted and hybridized to Affymetrix GeneChip® Canine Genome Arrays. Results indicated that the majority of gene expression changes were due to age (212 genes) rather than diet (66 genes). In particular, the colonic mucosa of senior dogs had increased expression of genes associated with cell proliferation, inflammation, stress response, and cellular metabolism, whereas the expression of genes associated with apoptosis and defensive mechanisms were decreased in senior vs. young adult dogs. No consistent diet-induced alterations in gene expression existed in both age groups, with the effects of diet being more pronounced in senior dogs than in young adult dogs.

**Conclusion:**

Our results provide molecular insight pertaining to the aged canine colon and its predisposition to dysfunction and disease. Therefore, our data may aid in future research pertaining to age-associated gastrointestinal physiological changes and highlight potential targets for dietary intervention to limit their progression.

## Introduction

The primary role of the colon has been known for years to maintain water and electrolyte balance and to excrete undigested food materials. Currently, the colon is appreciated as a metabolically active organ and, therefore, colonic health is closely linked with overall health of humans and animals [1]. Until recently, however, the physiology of the colon has received little attention in biological studies as compared to other body organs.

Dietary composition may be the most important factor affecting colonic health because of its direct effects on microbial fermentation, morphology, and metabolism. Aging also plays a significant role in colon health. It is well known that age is highly associated with an increased risk of colonic diseases in humans [2], [3]. Similarly, dogs become more susceptible to gastrointestinal disorders with age [4]. Our previous experiment reported significant differences in colonic butyrate concentrations and morphology (e.g., crypt depth) between senior and young adult dogs [5]. However, the molecular mechanisms underlying the effects of age and diet on colonic physiology remain unstudied.

Gene expression profiling may improve our understanding of colonic physiology and metabolic alterations as a function of age and diet. The PCR and Northern-blotting assays have been widely used for measuring gene expression changes in humans and animals for years; however, they are only capable of monitoring a limited number of genes at a time. As a powerful alternative to those classical methods, DNA microarrays can analyze thousands of genes simultaneously, providing a global view of gene expression [6]. In recent years, microarrays have been adopted to investigate how genes are differentially expressed in diseased individuals [7], in response to dietary treatments [8], and according to physiological stage [9], [10]. Therefore, microarrays may be used to link molecular events with physiological response and identify critical genes and biological pathways.

Previously, we reported the effects of diet (APB; animal protein-based vs. PPB; plant protein-based) and age (young adult vs. senior dogs) on gene expression profiles of cerebral cortex [11], skeletal muscle [12], and abdominal adipose tissues [13]. To our knowledge, no large-scale molecular analysis of colonic mucosa in young adult vs. senior dogs is available. Therefore, we isolated RNA from colonic mucosa that was collected from the experiment of Kuzmuk et al. [5] and measured gene expression profiles using commercial microarrays. The objective of this experiment, therefore, was to compare colonic mucosal gene expression in healthy young adult vs. senior dogs fed two distinct diets.

## Results and Discussion

The characteristics of undigested food residue, microbial populations, and their fermentation play a key role in colonic health and physiology [14]. In our previous experiments [5], [15], it was demonstrated that age and diet influenced nutrient digestibility, intestinal morphology, and colonic fermentation patterns in dogs. In short, senior dogs had greater (P<0.05) apparent total tract digestibility of organic matter and fat as compared to young growing dogs, while these differences were undetectable as young dogs became mature (∼12 month old). Dogs consuming PPB had a lower (P<0.01) fat digestibility, tended to have decreased (P<0.10) organic matter (OM) digestibility, but had increased (P<0.01) crude protein (CP) digestibility than dogs consuming APB. Senior dogs had deeper (P<0.01) colonic crypt depth and greater (P<0.05) colonic concentrations of butyrate compared with young adult dogs regardless of diets. Dogs consuming APB had greater (P<0.05) colonic concentrations of ammonia and butyrate than dogs consuming PPB. These observations bring to question the relationship between physiological response and colonic transcriptional activity as a function of age and diet. To address this question, we used DNA microarray technology to provide a global view of gene expression and advance our understanding of the molecular events occurring in colonic mucosa.

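Colonic mucosa was compared between 4 groups of 3 dogs: senior dogs (12 years) and young adult dogs (1 year), each fed APB or PPB for 12 months. The authors' deposited log2 GCRMA values were fitted with limma as 4 group means over the 14217 probe sets of highest mean. A probe set is called at an adjusted p under 0.10 and above 1.5-fold. Differences are senior minus young adult or APB minus PPB, in log2 units with their standard error (SE). GAPDH and actin, housekeeping transcripts with control probe sets at both ends, gave a mean 3'–5' difference of 1.81 ± 1.26 (mean ± SD) in senior APB and 1.05 ± 1.00 in senior PPB dogs. Young adult dogs gave 1.15 ± 0.37 on APB and 2.90 ± 1.03 on PPB (3 dogs per group). The lowest array was senior PPB 2 at -0.02 and the highest young adult PPB 3 at 3.53. The first principal component, 30.5% of the variance, followed this difference over the 12 arrays (Pearson r = -0.933, where the sign of a component is arbitrary, permutation p = 2.0e-05, 100000 resamples). Seniors minus young adults differed by -1.85 on PPB (exact permutation p = 0.20, 20 assignments), and young adults on APB minus PPB by -1.74 (exact permutation p = 0.10, the smallest possible). Over the 33 of 37 gene lists fixed beforehand that have at least 3 measured members, and the 4 comparisons, camera calls 27 list shifts at its preset correlation of 0.01, 0 with an estimated correlation, and fry 6.

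**Figure D1:**
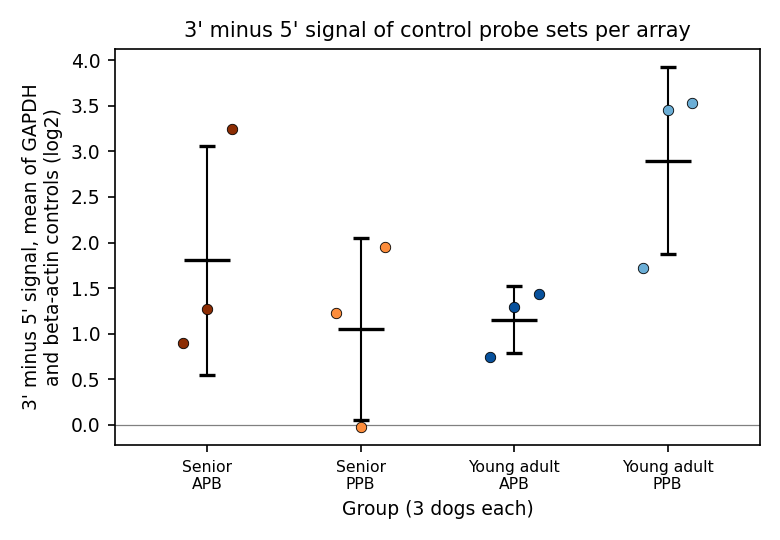
The 3'–5' difference of the GAPDH and actin control probe sets on each of the 12 arrays, by group.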

### Global alterations in gene expression due to age and diet

A total of 278 gene transcripts were identified as being differentially expressed by age (212 genes) and/or diet (66 genes), according to the pre-planned statistical screening methods (Table 1). 

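CHGB, which encodes the granule protein chromogranin B of enteroendocrine cells, averaged 5.49 ± 0.22 in senior and 8.09 ± 0.40 in young adult dogs fed APB (3 dogs per group). Its difference of -2.60, SE 0.28, adjusted p = 0.0733, is the 1 called age effect in dogs fed APB. A second CHGB probe set of higher mean gave -2.25, SE 0.49, adjusted p = 0.809, and is not called. On PPB the 1 called age effect is a probe set with no gene named in the annotation used here, at 12.80 ± 0.0972 in senior and 11.89 ± 0.0612 in young adult dogs (0.91, SE 0.0821, adjusted p = 0.0170). The same probe set is the 1 called diet effect in senior dogs, at -0.80 (SE 0.0821, adjusted p = 0.0491). That comparison shares the 3 senior PPB arrays with the age effect on PPB. Diet calls 0 probe sets in young adult dogs with limma. Probe sets with an unadjusted p under 0.05 number 687 and 1229 for age on APB and PPB, and 521 and 556 for diet in senior and young adult dogs, where 711 would be reached by chance. The CHGB call holds without senior APB 2, senior PPB 1, senior PPB 3 or young adult APB 1 and is lost without any of the other 8 arrays. Fitted beside the 3'–5' difference, this age effect is -2.66 (SE 0.30, adjusted p = 0.115). Calls for age on APB number 7 without senior APB 2, 3 without senior PPB 3 and 2 without young adult APB 1.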

The magnitude and patterns of gene expression due to age and diet are presented in Fig. 1 and Fig. 2, respectively. The heat map comparing young adult and senior dogs displayed relatively consistent alterations in gene expression due to age regardless of diet, while a lack of consistency is demonstrated by the heat map comparing dietary treatments.

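SST, the gene of the inhibitory gut hormone somatostatin, and GCG, the gene of proglucagon, differed by -3.61 (SE 0.48) and -1.68 (SE 0.24) between senior and young adult dogs averaged over the diets (adjusted p = 0.118 and 0.162, 6 dogs per age). LOC479911, a glutathione S-transferase gene, differed by -2.02 (SE 0.43) on APB and -3.12 (SE 0.43) on PPB (3 dogs per group). At an unadjusted p under 0.005 and above 1.5-fold, a limit chosen after the values were seen, 9 probe sets pass with the same sign on both diets, among them these 3 genes and CHGB. Of the 50 probe sets passing on APB, 42 (84%) have the same sign on PPB (exact one-sided p = 0.05 over 20 assignments, the smallest possible). Of the 154 passing on PPB, 102 (66.2%) have the same sign on APB (exact p = 0.15, highest other assignment 77.3%). For diet, 12 of 41 (29.3%) chosen in senior dogs keep their sign in young adult dogs (exact p = 0.90), 12 of 26 (46.2%) the other way round (exact p = 0.65), and 0 pass in both with the same sign. Over all tested probe sets the age differences on the 2 diets correlate at r = 0.0597. The diet differences at the 2 ages correlate at r = -0.330, while the 3'–5' difference of the arrays differs by 0.76 in senior and -1.74 in young adult dogs.

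**Figure D2:**
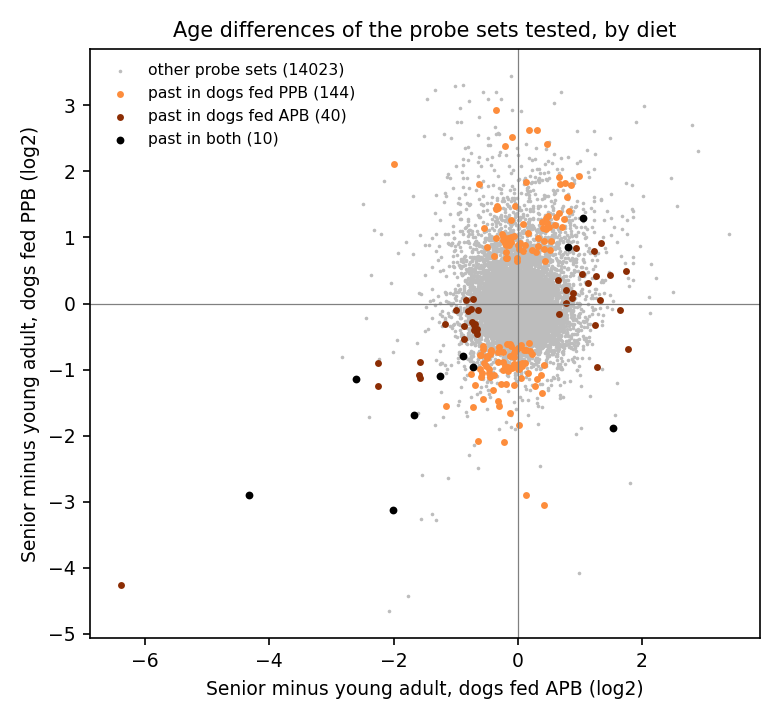
Age difference (senior minus young adult, log2) of each probe set on PPB against APB, with those past an unadjusted p of 0.005 and 1.5-fold on 1 diet or both.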

**Figure 1:**
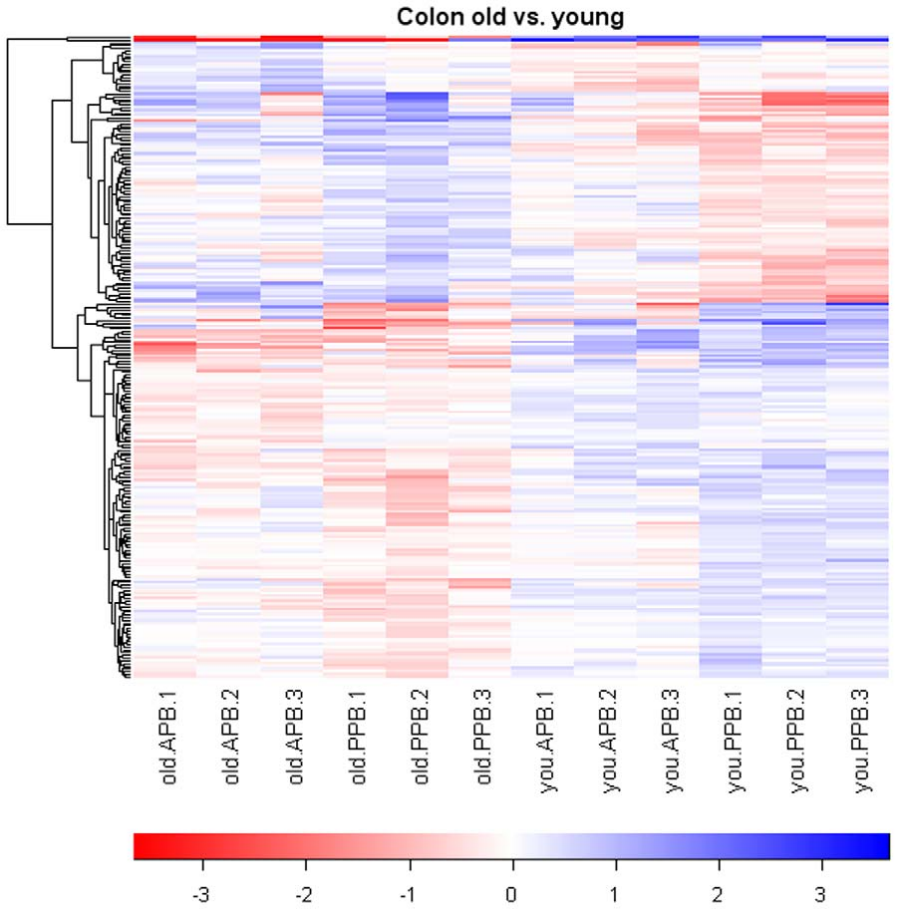
Heatmap of senior vs. young adult dog pairwise comparisons. Values are the GCRMA-processed probe set value (Log_2_ scale) minus the mean value for that probe set across all arrays. The dendrogram was created by hierarchical cluster analysis.

**Figure 2:**
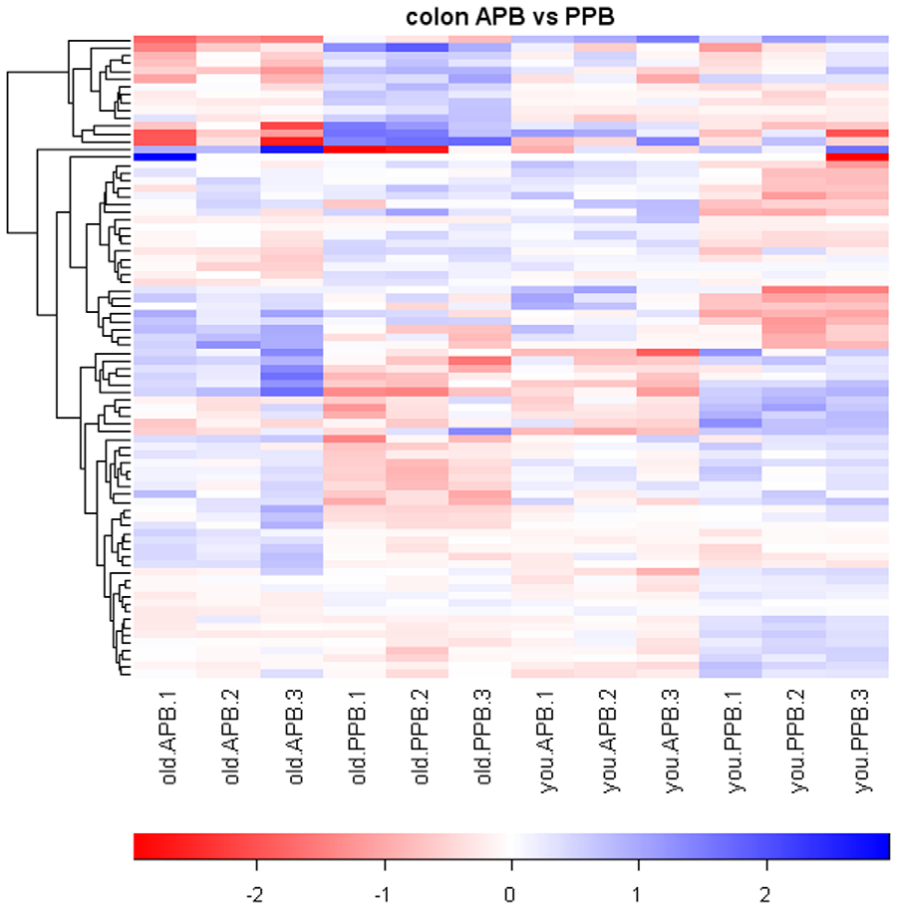
Heatmap of animal-protein based diet (APB) vs. plant-protein based diet (PPB) pairwise comparisons. Values are the GCRMA-processed probe set value (Log_2_ scale) minus the mean value for that probe set across all arrays. The dendrogram was created by hierarchical cluster analysis.

**Table 1:** Global view of colonic mucosal gene expression alterations in senior vs. young adult dogs fed an animal protein-based diet (APB) or plant protein-based diet (PPB).

	Number of gene transcripts changed^1^	Number of annotated genes changed^2^
Total genes differentially expressed	278 (1.96%)	138
Age-associated alterations	212 (1.49%)	106
Up-regulated	84	45
Down-regulated	128	61
Diet-associated alterations	66 (0.46%)	32
Up-regulated	31	19
Down-regulated	35	13

1 Values in the parenthesis represent the percentage of gene transcripts differentially expressed in relation to the total number of genes expressed in colon tissue (14,217 genes).

2 Number of annotated and non-redundant genes that had >1.5 fold-change in gene expression.

The fact that most gene expression differences were attributed to age in this experiment agrees with our previous experiments focused on gene expression in cerebral cortex [11], skeletal muscle [12], and abdominal adipose [13] tissues from these same dogs. Of the 14,217 genes expressed by colon mucosa, 1.49% (212/14,217) were significantly altered due to age. 

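Averaged over the diets, age calls 3 of the tested probe sets, 2 lower and 1 higher in senior dogs (6 dogs per age). CHGB differed by -1.87 (SE 0.20, adjusted p = 0.0636) on the probe set called on APB. LOC479911, the glutathione S-transferase gene, differed by -2.57 (SE 0.31, adjusted p = 0.0796). The higher probe set has no gene named in the annotation used here and differed by 0.84 (SE 0.10, adjusted p = 0.0796). At an unadjusted p under 0.01 and above 1.5-fold, 333 probe sets (166 genes) pass for age on either diet, 156 higher and 180 lower, as 3 are higher on 1 diet and lower on the other. At 0.005, a limit chosen after the values were seen, 194 pass (97 genes, 1.36% of those tested), 91 higher and 104 lower. Without senior PPB 3, calls for age on PPB number 193, and without senior PPB 1 they number 6. They number 3 without young adult PPB 1, 2 without young adult PPB 2 and 0 without young adult PPB 3. Leaving out senior PPB 3 also widens the 3'–5' difference of senior minus young adult dogs on PPB, from -1.85 to -2.30. Of the 193, 131 are higher and 62 lower in senior dogs, and 102 genes are named. Their median size of 1.31 (median SE 0.24) is 1.12 (median SE 0.31) with the 3'–5' difference as a covariate, with 193 of the same sign and 0 called. Fitted beside the 3'–5' difference, CHGB, LOC479911 and the unnamed probe set differed by -1.81 (SE 0.22), -2.50 (SE 0.34) and 0.81 (SE 0.11), each at an adjusted p of 0.172. In the average, 68 are called without senior PPB 3, 1 without senior PPB 1, and 0 without senior APB 3, senior PPB 2, young adult APB 2, young adult PPB 2 or young adult PPB 3.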

Our previous experiments also reported age as the primary factor affecting gene expression changes, with a small percentage of genes being altered. In short, only 0.25% of genes in adipose tissue [13], 2.91% of genes in skeletal muscle [12], and 6.48% of genes in cerebral cortex [11] were differentially expressed due to age. The small number of genes altered by age in this experiment is in agreement with previous microarray data from muscle [9], duodenum, and colon [16] tissues of aged vs. young mice. Taken together, these experiments suggest that age-associated physiological changes in body tissues are mediated by the transcriptional alteration of a small number of genes and these changes are tissue-specific [9].

One unique quality of colonic tissue vs. those listed above is that it may be greatly impacted by intestinal microbiota. Microbes may directly affect colonic epithelia via contact or production of numerous secretions (e.g., bacteriocins), but may also have an indirect impact through the fermentation of carbohydrate- and protein-containing substrates in the colon, both of which may lead to gene expression responses. Although dogs do not rely on microbial fermentation as a significant source of energy as in ruminant or large herbivorous species, a stable population of intestinal microbes is crucial to host health. Because intestinal microbial populations change with increased age in dogs, even in those that are healthy, their impact on the gene expression profiles measured in this study cannot be discounted. Microbial populations were not analyzed in this experiment, but would be worth measuring in future studies of this kind.

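CWC27, a spliceosome isomerase gene, had the smallest adjusted p for diet in young adult dogs, 0.251, at -0.83 (SE 0.10) on APB minus PPB (3 dogs per group). In senior dogs ABHD3, a phospholipase gene, differed by 0.62 (SE 0.11, adjusted p = 0.831) and TMEM205, a membrane transporter gene, by -0.78 (SE 0.17, adjusted p = 0.964). SLC1A4, a neutral amino acid transporter gene, differed by -0.58 (SE 0.13, adjusted p = 0.964) in senior and 0.12 (SE 0.13, adjusted p = 1.00) in young adult dogs, with group means of 2.82 to 3.50, near the floor of the values. At an unadjusted p under 0.01 and above 1.5-fold, 72 probe sets pass in senior (41 higher on APB, 31 lower) and 57 in young adult dogs (33 higher, 24 lower). Under 0.005, chosen after the values were seen, 41 and 26 pass, 66 in all (28 genes, 0.464% of those tested). Averaged over age, limma calls 0, with 296 under an unadjusted p of 0.05. Calls for diet in senior dogs number 4 without senior PPB 3 and 0 without senior APB 1, 2 or 3, senior PPB 1, young adult APB 1 or 2, or young adult PPB 1, 2 or 3. Among young adult dogs 8 probe sets are called without young adult PPB 1 and 0 without any other array.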

Diet affected the expression of a very small percentage (0.46%) of genes (66/14,217) in the current experiment. This finding also agrees with our previous observations [11], [12], [13]. However, age-associated gene expression alterations were somewhat dependent on diet, as noted in Tables 2–[Table pone-0012882-t003] [Table pone-0012882-t004] [Table pone-0012882-t005] 6 and Figure 2. For instance, the number of gene expression changes due to age was greater for dogs consuming PPB (87 genes) compared with dogs consuming APB (24 genes) in this experiment. This observation may be a consequence of greater dietary fiber and fermentative activity in dogs fed PPB, as they have been known to influence colon physiology, including colonic microbiota, fermentative by-products, and morphology. 

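Age and diet interact, with limma, on 1 probe set, the unnamed one called for age on PPB, at 1.12, SE 0.12, adjusted p = 0.0573 (age effect on PPB minus APB, 12 dogs). EEA1, an early endosome tether gene, had an interaction of -2.47 (SE 0.61, adjusted p = 0.795) and UBXN8, an endoplasmic reticulum gene, -0.99 (SE 0.21, adjusted p = 0.795). MYO1C, an unconventional myosin gene, had 1.04 (SE 0.22, adjusted p = 0.795). Unadjusted p lies under 0.05 for 751 probe sets in this test. Of 75 entries the paper lists for age on PPB and measured by a named probe set, 29 have an interaction p under 0.05 without adjustment, and 55 have the same sign on APB. Of the 18 listed on APB, 5 have such an interaction p, and 14 keep their sign on PPB. The paper chose these entries for an age difference on the same arrays, and that difference enters the interaction. The counts of small interaction p therefore cannot test for an interaction. Named genes past an unadjusted p of 0.005 and 1.5-fold, a limit chosen after the values were seen, number 81 for age on PPB and 20 on APB. The interaction call is kept without senior PPB 2 and lost without any other single array. From its own counts the paper proposes greater fiber and fermentation on PPB as the source.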

While the concentrations of colonic total short-chain fatty acids (µmol/g dry matter) were not different in dogs fed the APB and PPB diets [5], total dry fecal output of dogs fed PPB was approximately 1.7-fold higher than in dogs fed APB [15]. Therefore, the total short-chain fatty acids measured in colonic contents of dogs fed PPB was nearly twice that of dogs fed APB. This difference in organic acid production, or potential differences in intestinal microbiota due to diet may have influenced our results.

**Table 2:** Up-regulated cell growth and development- and cellular metabolism and protein processing-associated genes in colonic mucosa of senior vs. young adult dogs.

			Fold change	
Functional classification	Gene name	Gene symbol	APB	PPB
**Cell growth and development**				
Wound healing	Connective tissue growth factor	CTGF		3.49
Proliferation	RAB GTPase activating protein 1-like	RABGAP1L	2.37	
Proliferation	Retinoic acid receptor responder 1	RARRES1		3.49
Proliferation	Bone morphogenetic protein 6	BMP6		2.23
Proliferation	MAP/microtubule affinity-regulating kinase 1	MARK1		2.21
Proliferation	SMAD family member 5	SMAD5	2.08	3.46
Proliferation	Tribbles homolog 1	TRIB1		2.07
Proliferation	Potassium channel tetramerisation domain containing 10	KCTD10		2.01
Proliferation	FBJ murine osteosarcoma viral oncogene homolog	FOS		1.92
Structure	Fig4 homolog	FIG4	1.71	
Structure	Filamin B, beta	FLNB		7.63
Apoptosis	Reticulon 3	RTN3		1.60
**Cellular metabolism and protein processing**				
ATP synthesis	ATPase, Ca transporting, plasma membrane 1	ATP2B1	1.56	
Electron transport	Cytochrome c oxidase polypeptide VIa-heart, mitochondrial precursor	COXVIAH		6.21
TCA cycle	Dihydrolipoamide S-succinyltransferase	DLST		6.17
Cu metabolism	Ceruloplasmin	CP		3.77
One-carbon metabolism	Methionine adenosyltransferase II, alpha	MAT2A		2.41
Lipid metabolism	Carnitine palmitoyltransferase II	CPT2		1.56
Folate synthesis	Methenyltetrahydrofolate synthetase domain containing	MTHFSD		1.83
Protein binding	Ring finger protein 103	RNF103	1.92	
Protein binding	Armadillo repeat containing, X-linked 3	ARMCX3		2.46
Protein transport	Eukaryotic translation initiation factor 4E nuclear import factor 1	EIF4ENIF1		2.28
Protein transport	Solute carrier family 1 (glutamate/neutral amino acid transporter), member 4	SLC1A4		1.61
Protein localization	Vacuolar protein sorting 13D isoform 1	VPS13D		5.71
Protein phosphorylation	PCTAIRE protein kinase 1	PCTK1		2.04
Protein acylation	Glutamyl-prolyl-tRNA synthetase	EPRS		1.93
Proteolysis	Potassium channel modulatory factor 1	KCMF1		2.09
Protein depalmitoylation	Palmitoyl-protein thioesterase 1	PPT1		5.35
Endosome transport	Early endosome antigen 1	EEA1	3.44	
Membrane traffic	SEC16 homolog A	SEC16A		2.74

**Table 3 pone-0012882-t003:** Up-regulated cell signaling and signal transduction-, immune and stress response-, and transcription/translation-associated genes in colonic mucosa of senior vs. young adult dogs.

			Fold change	
Functional classification	Gene name	Gene symbol	APB	PPB
**Cell signaling and signal transduction**				
Signal transduction	WD repeat domain, phosphoinositide interacting 1	WIPI1		1.78
Signal transduction	Sel-1 suppressor of lin-12-like	SEL1L		1.71
Signal transduction	Guanine nucleotide binding protein (G protein), beta polypeptide 1	GNB1		1.77
**Immune and stress response**				
Nitric oxide synthesis	Heat shock protein HSP 90-alpha (HSP 86)	HSP90AA1		3.82
Immune response	Immunoglobulin lambda-like polypeptide 1	CD179b		1.85
**Transcription-Translation**				
Transcription	Myosin 1C	MYO1C		1.90
Translation	Eukaryotic translation initiation factor 5B	EIF5B	2.50	
Translation	Mitochondrial methionyl-tRNA formyltransferase	MTFMT	2.40	
RNA processing	Splicing factor, arginine/serine-rich 5	SFRS5		3.56
RNA processing	Helicase with zinc finger	HELZ		2.47
RNA processing	Fusion (involved in t(12;16) in malignant liposarcoma)	FUS		1.88
**Miscellaneous and unknown**				
Muscle development	Myosin, light chain 6, alkali, smooth muscle and non-muscle	MYL6		3.06
Unknown	Golgi membrane protein 1	GOLM1		3.55
Unknown	Fibronectin type III domain containing 3B	FNDC3B		2.50
Unknown	Transmembrane protein 205	TMEM205		1.98

**Table 4 pone-0012882-t004:** Down-regulated cell growth and development- and cell signaling and signal transduction-associated genes in colonic mucosa of senior vs. young adult dogs.

			Fold change	
Functional classification	Gene name	Gene symbol	APB	PPB
**Cell growth and development**				
Apoptosis	Somatostatin	SST	−20.08	−7.43
Apoptosis	Programmed cell death 2	PDCD2		−2.03
Differentiation	Deleted in malignant brain tumors 1 isoform c	DMBT1	−83.88	
Differentiation	Cysteine and glycine-rich protein 2	CSRP2		−1.62
Proliferation	Preproglucagon	GCG	−3.20	−3.22
Proliferation	Polyamine-modulated factor 1	PMF1	−1.65	
Cell cycle	Protein phosphatase 2, regulatory subunit B′, gamma isoform	PPP2R5C		−2.34
Cell cycle	Septin 4 isoform 2	SEPT4		−1.92
Structure	Rho GDP dissociation inhibitor (GDI) beta	ARHGDIB	−2.99	
**Cell signaling and signal transduction**				
Neuroendocrine signaling	Secretogranin 1/chromogranin B	CHGB	−6.07	−2.20
Neuroendocrine signaling	Secretogranin V	SCG5	−1.83	
Neuroendocrine signaling	Secretogranin III	SCG3		−2.97
Signal transduction	Diacylglycerol kinase zeta	DGKZ	−2.25	
Signal transduction	ADP-ribosylation factor-like 6	ARL6		−2.34
Signal transduction	Regulator of G-protein signaling 10	RGS10		−1.98
Signal transduction	Cornichon homolog 4	CNIH4		−1.89
Signal transduction	Rho GTPase activating protein 15	ARHGAP15		−1.85
Signal transduction	TYRO protein tyrosine kinase binding protein	TYROBP		−1.77
Neurotransmission	Synaptosomal-associated protein, 25kDa	SNAP25		−2.07

**Table 5 pone-0012882-t005:** Down-regulated cell metabolism and protein processing-associated genes in colonic mucosa of senior vs. young adult dogs.

			Fold change	
Functional classification	Gene name	Gene symbol	APB	PPB
**Cellular metabolism and protein processing**				
Glucose metabolism	Glucokinase (hexokinase 4) regulator	GCKR		−8.32
Folate metabolism	Folate hydrolase 1	FOLH1		−3.16
CO_2_ metabolism	Carbonic anhydrase II	CA2	−2.96	
Cellular respiration	CDGSH iron sulfur domain 1	CISD1		−2.11
Arginine metabolism	Argininosuccinate lyase	ASL	−1.83	
Nucleic acid metabolism	Nucleoside diphosphate kinase 4	NEM4	−1.58	
Nucleic acid metabolism	Deoxyguanosine kinase	DGUOK		−1.53
Lipid metabolism	Peroxisomal trans-2-enoyl-CoA reductase	PECR		−1.99
Sulfur metabolism	Molybdenum cofactor synthesis 2	MOCS2		−1.87
Hydrolysis	N-terminal asparagine amidase	NTAN1		−1.73
Electron transport chain	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 9, 22kDa	NDUFB9		−1.53
Protein transport	RAB9A, member RAS oncogene family	RAB9A		−1.69
Protein binding	Receptor-interacting factor 1 isoform 1	C1orfl03		−2.93
Protein binding	Bridging integrator 2	BIN2		−2.16
Protein binding	Makorin ring finger protein 1	MKRN1		−1.66
Protein folding	Serologically defined colon cancer antigen 10	SDCCAG10		−1.52
Protein modification	Phosphatidylinositol glycan anchor biosynthesis, class H	PIGH	−1.61	
Protein Ubiquitination	WD repeat, sterile alpha motif and U-box domain containing 1	WDSUB1		−1.89
Methylation	Methyltransferase like 5	METTL5		−2.08
Protein palmitoylation	Zinc finger, DHHC-type containing 2	ZDHHC2		−1.62

**Table 6:** Down-regulated immune and stress response- and transcription/translation-associated genes in colonic mucosa of senior vs. young adult dogs.

			Fold change	
Functional classification	Gene name	Gene symbol	APB	PPB
**Immune and stress response**				
Immune response	Lectin, galactoside-binding, soluble, 3	LGALS3	−3.02	
Immune response	Serum amyloid A1	SAA1		−1.91
Immune response	CD48 molecule	CD48		−1.88
Oxidative stress response	Glutathione peroxidase 7	GPX7		−2.11
Detoxification	Glutathione S-transferase M3 (brain)	GSTM3	−4.04	−8.69
**Transcription-Translation**				
Translation	Cytokine induced protein 29 kDa	SARNP	−1.69	
Translation	Mitochondrial ribosomal protein S28	MRPS28		−1.98
Translation	Mitochondrial ribosomal protein L21	MRPL21		−1.96
Translation	Phosphoseryl-tRNA kinase	PSTK		−1.54
Transcription	Transcription factor-like 5 protein	TCFL5		−2.92
Transcription	CBF1 interacting corepressor	CIR1		−1.70
DNA repair	General transcription factor IIH, polypeptide 4, 52kDa	GTF2H4	−1.63	
RNA processing	U7 snRNA-associated Sm-like protein	LSM11		−1.71
RNA processing	Splicing factor 3B, 14 kDa subunit	SF3B14		−1.65
**Miscellaneous and unknown**				
Reproduction	UBX domain protein 8	UBXN8		−1.99
Insulin secretion	Family with sequence similarity 3, member B	FAM3B		−1.63
Unknown	CE5 protein	CE5		−2.71
Unknown	Leucine zipper transcription factor-like 1	LZTFL1		−2.19
Unknown	Glyoxalase domain containing 5	GLOD5		−2.08
Unknown	Ribonuclease H2, subunit B	RNASEH2B		−1.68
Unknown	Leydig cell tumor 10 kDa protein homolog	C19orf53		−1.66
Unknown	STARD3 N-terminal like	STARD3NL		−1.56

Following removal of unannotated genes, duplicate probe sets of the same gene, and genes that had <1.5 fold-change in expression, 138 genes were identified as being differentially expressed due to age (106 genes) and/or diet (32 genes). 

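SST and GCG match the paper's age folds on their own probe sets on both diets, and CCN2 (the current symbol of CTGF), FOS and SMAD5 on PPB. A match is the paper's fold to its 2 decimals. Of the 143 entries in Tables 2 to 8, 126 have a probe set named for the gene, and 107 of them match on 1 of these, 106 on a tested probe set. The unadjusted p of the 106 run from 5.16e-06 to 0.00471, with a median of 0.00198. Their adjusted p run from 0.0733 to 1.00 (median 0.329), with 1 under 0.10, CHGB on APB. The entries without a named match include DMBT1, whose fold of -83.88 sits on 1 probe set only, with no gene named in the annotation used here. The fold of -5.68 listed under the symbol IQGAP1 and the gene name SAR1 gene sits only on a probe set named for SAR1A, a secretion GTPase gene.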

Quantitative real-time PCR (qRT-PCR) was subsequently used to further validate the responses of age and diet on the selective genes of interest using the method of Vester et al. [17]. A majority of the comparisons (8/11 genes) via qRT-PCR were in agreement with the microarray data (data not shown).

### Age affected genes associated with cell growth and development

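SMAD5, BMP6 and CCN2 stand among 12 measured growth and development entries listed as higher in senior dogs, and SST and GCG among 10 listed as lower. Over entries measured by a named probe set, in either diet, the medians of these are 1.03 and -1.30 in log2 units (3 dogs per group). Metabolism entries have medians of 0.91 (14 higher) and -0.83 (16 lower), and cell signaling entries 0.83 (3) and -1.05 (9). Transcription and translation entries have 1.26 (5) and -0.77 (8). Entries for immune and stress response number 4, of which 1 is listed higher (0.30) and 3 lower (-1.55). Of the 18 age entries on APB, 18 have the listed sign and 15 an unadjusted p under 0.005. Of the 75 on PPB, 73 have the listed sign and 61 an unadjusted p under 0.005. The adjusted p of limma lies under 0.10 for 0 of these values, each from the gene's probe set of highest mean.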

Of the 106 genes differentially expressed due to age, 45 were up-regulated (Tables 2 and 3) and 61 were down-regulated (Tables 4–[Table pone-0012882-t005] 6). In particular, senior dogs had an up-regulation of tumorigenic genes and down-regulation of anti-tumorigenic genes in this experiment. This finding is in agreement with a previous experiment suggesting that aged mice are predisposed to colon cancer because of an up-regulation of cancer-associated genes [16]. 

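KCTD10, a ubiquitin ligase adaptor gene listed as higher, differed by 1.01 (SE 0.19, adjusted p = 0.262) on PPB, and PDCD2, a gene tied to programmed cell death and listed as lower, by -1.02 (SE 0.25, adjusted p = 0.329) (3 dogs per group). Over the paper's genes higher with age, 38 measured, 34 lie above 0 on PPB with a median of 0.84, and 27 on APB with 0.33. Over its genes lower with age, 51 measured, 49 lie below 0 on PPB (median -0.90) and 40 on APB (-0.31). Genes chosen on these same samples are not independent evidence. Adjusted over the list alone, 25 genes of the higher list pass on PPB and 7 on APB. Of the lower list 43 pass on PPB and 11 on APB, adjusted over the list alone. Over all probe sets 0 are called with limma on the probe set of highest mean, and 26 and 43 have an unadjusted p under 0.05 on PPB. PDCD2 moves to -0.71 without senior PPB 2.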

Although dogs do not develop colon cancer at high rates [18], these alterations in gene expression may be indicative of the increased risk of other colonic diseases with age in dogs.

Connective tissue growth factor (CTGF), a gene associated with wound-healing [19], was up-regulated (3.49 fold) in senior dogs consuming PPB, which may indicate increased cellular damage or need for epithelial repairs in the aged colon. 

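CCN2, the current symbol of CTGF, a matricellular growth factor gene, averaged 8.16 ± 0.46 in senior and 6.36 ± 0.64 in young adult dogs fed PPB, a difference of 1.80 (SE 0.41, adjusted p = 0.294). On APB it differed by -0.63 (SE 0.41, adjusted p = 0.940) (3 dogs per group). Senior APB 1 was lowest there at 5.35, beside 6.18 and 6.54 in the other senior and 6.24 to 6.97 in young adult dogs. DCN, a matrix proteoglycan gene, differed by 1.06 (SE 0.44, adjusted p = 0.558) on PPB and by -0.22 (SE 0.44, adjusted p = 1.00) on APB. FN1, the fibronectin gene, differed by 0.44 (SE 0.58) and -0.53 (SE 0.58), and VIM, the intermediate filament gene of mesenchymal cells, by 0.0448 (SE 0.31) and 0.0552 (SE 0.31) (adjusted p = 0.857, 0.975, 0.986 and 1.00). Over 24 fibroblast and matrix genes, 19 lie above 0 on PPB with a median of 0.34 (camera adjusted p = 0.0210, adjusted p = 0.732 with an estimated correlation). On APB 21 lie below 0 with a median of -0.38 (camera adjusted p = 0.0131, adjusted p = 0.912 with an estimated correlation). These medians are 0.27 (adjusted p = 0.108) and -0.41 (adjusted p = 0.0395) with the 3'–5' difference as a covariate. The call on PPB is lost without senior PPB 2 (-0.25, adjusted p = 0.483) or young adult PPB 1 (-0.00318, adjusted p = 0.662), and the median is 0.69 without senior PPB 1 and 0.53 without young adult PPB 3. The call on APB is lost without senior APB 1 (-0.37, adjusted p = 0.195).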

High CTGF expression was found in benign colorectal tumors, while metastatic colorectal tumors had a low CTGF expression [20]. Up-regulated CTGF expression has also been implicated in various human cancers such as those affecting the esophagus [21], prostate [22], and breast [23]. Up-regulated retinoid acid receptor responder 1 (RARRES1), as observed in senior dogs consuming PPB, has been suggested to be present during the early stage of adenoma and tumor progression [24]. 

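RARRES1, a carboxypeptidase inhibitor gene induced by retinoids, averaged 9.26 ± 0.73 in senior and 7.46 ± 0.75 in young adult dogs fed PPB (3 dogs per group). The difference is 1.80 (SE 0.41, adjusted p = 0.294), and 1.38 without young adult PPB 1. On APB it is 0.69 (SE 0.41, adjusted p = 0.934). In senior dogs RARRES1 was -1.06 (SE 0.41, adjusted p = 0.964) for APB minus PPB, which uses the same senior PPB arrays.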

The FLNB gene related to cellular communication between actin networks and cell membrane [25] was up-regulated (7.63 fold) in senior dogs consuming PPB. The mutation in FLNB has displayed defects in skeletal and vascular development [26], but little is known about its function in colonocytes. It is interesting to note that these gene expression changes only occurred in senior dogs consuming the PPB diet, suggesting an interaction effect. 

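CCN2 (CTGF) had an interaction of 2.44 (SE 0.57, adjusted p = 0.795), the age effect on PPB minus that on APB over 12 dogs. RARRES1 had 1.11 (SE 0.57, adjusted p = 0.795). limma calls neither. MYH11, the smooth muscle myosin gene, differed with age by 0.71 (SE 0.92, adjusted p = 0.855) and ACTA2, the smooth muscle actin gene, by 0.46 (SE 0.53, adjusted p = 0.831) on PPB (3 dogs per group). CALD1, the caldesmon gene, differed by 0.44 (SE 0.31, adjusted p = 0.710). Over 14 smooth muscle genes 12 lie above 0, with a median of 0.59 (camera adjusted p = 0.0180, adjusted p = 0.726 with an estimated correlation). The median is 0.54 (adjusted p = 0.0450) with the 3'–5' difference as a covariate. The call is lost without senior PPB 2 (-0.0576, adjusted p = 0.966) or young adult PPB 1 (0.36, adjusted p = 0.284), and the median is 0.99 without senior PPB 1 and 0.97 without senior PPB 3. Over smooth muscle genes the interaction median is 1.19 (camera adjusted p = 0.0207, adjusted p = 0.756 with an estimated correlation) and over fibroblast and matrix genes 0.85 (camera adjusted p = 0.000721, adjusted p = 0.713 with an estimated correlation). The smooth muscle interaction is lost without senior APB 1 (0.60, adjusted p = 0.216), senior PPB 2 (0.0951, adjusted p = 0.297) or young adult PPB 1 (0.99, adjusted p = 0.126). The fibroblast interaction holds without any single array, at 1.31 without senior PPB 1 and 0.28 without senior PPB 2. The paper proposes an interaction effect from changes found on PPB alone.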

While it is only speculative, it is possible that the increased fermentative action by microbes and/or energy available from the resulting short-chain fatty acids, which is known to increase intestinal epithelial cell metabolism and proliferation, was necessary to highlight these age-related differences in gene expression.

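MARK1, a polarity kinase gene, differed by 0.53 (SE 0.12, adjusted p = 0.294) on PPB with its probe set of highest mean. The fold given in the paper sits on 4 probe sets named for no gene or another gene, the one of smallest p at 1.15 (SE 0.20). BMP6, a bone morphogenetic protein gene, differed by 1.16 (SE 0.27, adjusted p = 0.294) on PPB and 0.71 (SE 0.27, adjusted p = 0.934) on APB (3 dogs per group). RABGAP1L, a Rab GTPase activator gene, differed by 1.25 (SE 0.23, adjusted p = 0.809) on APB and -0.32 (SE 0.23, adjusted p = 0.710) on PPB, an interaction of -1.57 (SE 0.32, adjusted p = 0.795). CTNNB1, which encodes β-catenin, differed by -0.0397 and 0.15, and CSNK1A1, a kinase gene of its destruction complex, by 0.19 and -0.17 on APB and PPB (adjusted p = 1.00, 0.803, 0.943 and 0.745). Over 13 Wnt signaling genes the median is -1.52e-04 on APB (camera adjusted p = 0.594, adjusted p = 0.912 with an estimated correlation) and 0.14 on PPB (camera adjusted p = 0.506, adjusted p = 0.820 with an estimated correlation). MARK1 moves to 0.38 without senior PPB 3.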

Aged colon in this experiment appeared to have an altered activity of the Wnt signaling pathway, as many genes related to that pathway, including MARKL1 [27], BMP6 [28], SMAD5 [29], and RABGAP1L [30], were up-regulated in senior vs. young adult dogs. The Wnt signaling pathway, which consists of several genes affecting cellular proliferation, differentiation, and apoptosis, is thought to regulate growth and renewal of the colorectal epithelium [31]. The activity of β-catenin, which is an important transcriptional factor in Wnt signaling, is suggested to be increased during epithelial proliferation and differentiation in colonic crypts [31]. Increased expression of SMAD5, a transcriptional factor associated with the TGF-β-SMAD signaling pathway, was observed in senior dogs consuming PPB or APB. 

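SMAD5, a receptor-activated SMAD gene of BMP signaling, averaged 6.08 ± 0.18 in senior and 4.29 ± 0.30 in young adult dogs fed PPB, a difference of 1.79 (SE 0.31, adjusted p = 0.230). On APB it was 0.86 (SE 0.31, adjusted p = 0.934), and 0.54 without young adult APB 3 (3 dogs per group). The fold the paper gives for APB sits on 7 probe sets, the one of smallest p, with no gene name here, at 1.06 (SE 0.26). The interaction of SMAD5 is 0.93 (SE 0.44, adjusted p = 0.795). BMPR1A, a BMP receptor gene, differed by -0.22 (SE 0.19, adjusted p = 0.761) and TGFBR2, the type II TGF-beta receptor gene, by 0.20 (SE 0.17, adjusted p = 0.749) on PPB. Another TGFBR2 probe set differed by 2.36 (limma adjusted p = 0.462) on PPB, and by 3.24 (limma adjusted p = 0.0742) without senior PPB 3. Over 14 TGF-beta and BMP genes the median is 0.19 on APB (camera adjusted p = 0.1604, adjusted p = 0.594 with an estimated correlation) and -0.00185 on PPB (camera adjusted p = 0.218, adjusted p = 0.651 with an estimated correlation). In the average over the diets 8 of 14 lie above 0, with a median of 0.0341 and a mean of 0.21 (camera adjusted p = 0.0506, adjusted p = 0.419 with an estimated correlation). The median is -0.00262 with no filter, where the call is lost (adjusted p = 0.272), and -0.00776 with a common median per array (adjusted p = 0.0379). A fit with the 3'–5' difference as a covariate gives 0.13 (adjusted p = 0.0133), and the call is lost without senior APB 3, senior PPB 3, young adult APB 3 or young adult PPB 1 (adjusted p = 0.130, 0.176, 0.123 and 0.383). Single omissions give medians from 0.00856 (young adult PPB 1) to 0.10 (senior APB 2).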

The TGF-β-SMAD signaling pathway seems to have a contrasting role in colonic epithelium as a tumor suppressor in normal cells and as a tumor enhancer in cancer cells [32]. The FOS gene, a mediator in TGF-β-SMAD signaling pathway [33], was also differentially expressed in the aged canine colon. 

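FOS, an immediate early transcription factor gene, averaged 11.72 ± 0.30 in senior and 10.78 ± 0.17 in young adult dogs fed PPB (3 dogs per group), a difference of 0.94 (SE 0.16, adjusted p = 0.230). On APB it was 0.43 (SE 0.16, adjusted p = 0.934). MCL1, an anti-apoptotic BCL2 family gene, differed by 0.56 (SE 0.20, adjusted p = 0.536) on PPB and KLF4, a transcription factor gene of colonic epithelium, by -0.43 (SE 0.21, adjusted p = 0.613). Over 12 immediate early genes, FOS and CCN2 among them, 10 lie above 0 for age on PPB, with a median of 0.47 (camera adjusted p = 8.32e-05, adjusted p = 0.281 with an estimated correlation). Adjusted over the list alone, 5 genes are higher (FOS, CCN2, TRIB1, JUNB and IER2). The paper had already listed FOS, CCN2 and TRIB1 as higher from these same samples, so they are not independent evidence. The median is 0.44 (adjusted p = 0.00544) with the 3'–5' difference as a covariate, and the call holds without any single array. On APB the median is -0.0129 (camera adjusted p = 0.954, adjusted p = 0.974 with an estimated correlation) and the interaction median is 0.45 (camera adjusted p = 0.00171, adjusted p = 0.572 with an estimated correlation). The interaction call holds without any single array, at 0.69 without senior PPB 1. Over both diets together 9 of 12 lie above 0 with 0.23 (camera adjusted p = 0.00317, adjusted p = 0.419 with an estimated correlation, 0.22, adjusted p = 0.0227, with the covariate).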

The significance of altered TGF-β-SMAD signaling in the aged colon is unclear. 

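MAP2K1, the MEK1 kinase gene, differed by 0.10 (SE 0.29, adjusted p = 0.948) and DUSP6, an ERK phosphatase gene, by 0.30 (SE 0.26, adjusted p = 0.762) on PPB (3 dogs per group). MAP2K4, a kinase gene upstream of JNK, differed by -0.0462 (SE 0.16, adjusted p = 0.960). Over 21 MAP kinase pathway genes 14 lie above 0 on PPB, with a median of 0.11 (camera adjusted p = 0.0210, adjusted p = 0.281 with an estimated correlation). Adjusted over the list alone 1 gene is higher, TRIB1, which the paper had already listed from these same samples. On APB the median is -0.16 (camera adjusted p = 0.594, adjusted p = 0.912 with an estimated correlation), and the interaction median is 0.30 (camera adjusted p = 0.0207, adjusted p = 0.572 with an estimated correlation). Fitted with the 3'–5' difference as a covariate, the median on PPB is 0.12 (adjusted p = 0.516). The call is lost without senior PPB 2 (0.0180, adjusted p = 0.219), and the median is 0.31 without senior PPB 1, 0.0509 without senior PPB 3 and 0.20 without young adult PPB 2. The interaction call is lost without senior PPB 2 (0.14), and the median is 0.19 without young adult APB 3. It is also lost with the covariate (0.13, adjusted p = 0.527).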

Our data also suggest that the MAP kinase pathway, which is associated with cell differentiation, proliferation, and apoptosis [34], was up-regulated in aged dogs. The expression of TRIB1, a potential regulator of this pathway [35], was up-regulated (2.07 fold) in aged colonic mucosa. Collectively, an increased activity of genes associated with cell proliferation and growth was observed in aged colon tissue. These genes and pathways may explain, in part, our previous observation of greater colonic crypt depth in senior dogs [5]. However, because the Wnt, BMP, and TGF-β-SMAD pathways are highly complex and interact with one another, further experiments are required to determine the implications of these pathways as it pertains to intestinal health of senior dogs.

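TRIB1, a pseudokinase gene acting on MAP kinase kinases, averaged 10.92 ± 0.40 in senior and 9.87 ± 0.19 in young adult dogs fed PPB, a difference of 1.05 (SE 0.25, adjusted p = 0.297). On APB it was -0.26 (SE 0.25, adjusted p = 0.964), with an interaction of 1.31 (SE 0.35, adjusted p = 0.795) (3 dogs per group). The lower senior mean on APB rests on senior APB 3 at 9.70. Senior APB 1 and 2 were at 10.41 and 10.57, and young adult dogs fed APB at 10.39 to 10.55.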

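PCNA, the replication clamp gene, differed by 0.0666 (SE 0.22, adjusted p = 1.00) on APB and -0.00218 (SE 0.22, adjusted p = 0.999) on PPB. TYMS, the thymidylate synthase gene of S phase, differed by 0.21 (SE 0.27, adjusted p = 0.857) and CCNB2, a mitotic cyclin gene, by -0.73 (SE 0.29, adjusted p = 0.558) on PPB (3 dogs per group). Over 13 cell cycle genes the median is 0.0515 on APB (camera adjusted p = 0.954, adjusted p = 0.974 with an estimated correlation) and -3.84e-05 on PPB (camera adjusted p = 0.874, adjusted p = 0.947 with an estimated correlation), with 6 above 0 on PPB. SMOC2, a crypt base gene and the only measured member of that list, differed by 0.83 (SE 0.37, adjusted p = 0.577) on PPB. From the genes it names the paper concludes that activity of genes for proliferation and growth was increased in the aged colon.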

In line with greater crypt depth, several genes associated with induction of apoptosis and inhibition of tumor growth were down-regulated in the aged colon. 

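BID, a pro-apoptotic BCL2 family gene singled out after its values were seen, averaged 9.04 ± 0.18 in senior and 9.84 ± 0.15 in young adult dogs fed PPB, a difference of -0.80 (SE 0.14, adjusted p = 0.250). On APB it was -0.13 (SE 0.14, adjusted p = 0.982). CYCS, the cytochrome c gene, differed by 0.0378 (SE 0.17, adjusted p = 0.974) and PDCD6, a calcium-binding gene of programmed cell death, by -0.27 (SE 0.23, adjusted p = 0.754) on PPB (3 dogs per group). BIRC2, an inhibitor of apoptosis gene, differed by -0.13 (SE 0.20, adjusted p = 0.887). Over 13 apoptosis genes the median is -0.0129 on APB (camera adjusted p = 0.954, adjusted p = 0.974 with an estimated correlation) and 0.0378 on PPB (camera adjusted p = 0.552, adjusted p = 0.732 with an estimated correlation).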

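DMBT1, a scavenger receptor gene of mucosal defense, differed by -0.0954 (SE 0.24, adjusted p = 1.00) on APB and 0.74 (SE 0.24, adjusted p = 0.501) on PPB with its named probe set, at a mean of 13.55 ± 0.40 in young adult dogs fed APB (3 dogs per group). The only probe set with the fold the paper gives has no gene named in the annotation used here. It averaged 2.29 ± 0.14 in senior and 8.68 ± 0.73 in young adult dogs fed APB, a difference of -6.39, SE 1.27, adjusted p = 0.809. The senior mean lies below the lowest mean tested (2.85), at the floor of the values, so this size is only a lower bound. On PPB it differed by -4.26 (SE 1.27, adjusted p = 0.453), with 4.06 ± 3.21 in senior dogs.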

Deleted in malignant brain tumor-1 (DMBT-1) was down-regulated by approximately 84-fold in senior dogs consuming APB. The DMBT1 gene, a mucin-like glycoprotein, is considered a potential tumor-suppressor gene and its down-regulation has been implicated in human esophageal, gastric, and colorectal cancer [36]. In addition, the down-regulation of DMBT1 has also been associated with decreased mucosal immune response and epithelial differentiation in the lung and intestine [37]. Somatostatin (SST), a neuropeptide acting on the central nervous system and gastrointestinal tract, was greatly down-regulated in senior dogs consuming APB (20.08 fold) or PPB (7.43 fold). 

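SST averaged 5.30 ± 1.28 in senior and 9.63 ± 0.85 in young adult dogs fed APB, and 6.50 ± 0.56 and 9.39 ± 0.74 in those fed PPB (3 dogs per group). The differences are -4.33 (SE 0.69, adjusted p = 0.809) and -2.89 (SE 0.69, adjusted p = 0.297). All 6 senior dogs lie below all 6 young adult dogs. The interaction is 1.43 (SE 0.97, adjusted p = 0.795). SST is made by the D cells, a type of enteroendocrine cell.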

The SST gene is thought to inhibit tumor growth through the suppression of growth-promoting factors, cell cycle arrest, and an induction of apoptosis [38]. In addition to its anti-tumor effects, SST plays a role in maintaining intestinal homeostasis by regulating the secretion of intestine-associated hormones (e.g., pancreatic polypeptide) and intestinal motility [39].

The RhoGDI2 (ARHGDIB) gene was down-regulated (2.99 fold) in senior dogs consuming APB. This gene inhibits the activation of Rho family protein regulating cellular structure, adhesion, and motility, and is thought to be a metastasis suppressor gene [40]. 

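PPP2R5C, a regulatory subunit gene of protein phosphatase 2A, differed by -0.17 (SE 0.21, adjusted p = 0.853) on PPB with its named probe set of highest mean (3 dogs per group). The fold given for it sits on 4 probe sets, none named for this gene, of which the one of smallest p differed by -1.22 (SE 0.26, adjusted p = 0.294). The same probe set carries the folds given for ARL6, a small GTPase gene of cilia, and has no gene named in the annotation used here. On APB PPP2R5C differed by 0.0284 (SE 0.21, adjusted p = 1.00).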

The decreased expression of PPP2R5C, a regulatory subunit of protein phosphatase 2A, in senior dogs consuming PPB also suggests a decreased ability to prevent tumor growth in the aged colon. Recent evidence has demonstrated that PPP2R5C-protein phosphatase 2A complex activates p53 and plays an additive role in the tumor suppressing effects of p53 in response to DNA damage [41]. 

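PMF1 has no probe set named for it here. The fold the paper gives sits on 13 probe sets, of which the one of smallest p, not named in the annotation used here, differed by -0.72 (SE 0.19, adjusted p = 0.934) on APB (3 dogs per group). SAT1, the gene of the spermidine/spermine acetyltransferase that PMF1 induces, differed by -0.15 (SE 0.15, adjusted p = 0.965) on APB and -0.19 (SE 0.15, adjusted p = 0.741) on PPB. ODC1, the first enzyme of polyamine synthesis, differed by -0.29 (SE 0.20, adjusted p = 0.940) and 0.12 (SE 0.20, adjusted p = 0.898). ASL, the argininosuccinate lyase gene of arginine synthesis, differed by -0.87 (SE 0.18, adjusted p = 0.809) on APB. Over 11 polyamine genes the median is -0.11 on APB (camera adjusted p = 0.594, adjusted p = 0.912 with an estimated correlation) and -0.00805 on PPB (camera adjusted p = 0.874, adjusted p = 0.947 with an estimated correlation).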

Interestingly, expression of PMF1, a transcriptional factor to induce spermidine/spermine N1-acetlytransferase that is critical for polyamine catabolism [42], was down-regulated (1.65 fold) in the aged colon. Polyamine is essential for cell proliferation and repair [43]. It is possible that the decreased expression of PMF1 may help to maintain or increase polyamine concentrations in the aged colon by retarding the polyamine catabolic rate. Therefore, down-regulation of PMF1 may be another mechanism by which greater crypt depth was observed in senior vs. young adult dogs.

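GCG, the proglucagon gene of L cells, averaged 10.68 ± 0.75 in senior and 12.35 ± 0.23 in young adult dogs fed APB, and 10.71 ± 0.34 and 12.40 ± 0.24 in those fed PPB (3 dogs per group). GCG differed by -1.68 (SE 0.34, adjusted p = 0.809) on APB and -1.69 (SE 0.34, adjusted p = 0.285) on PPB, and all 6 senior dogs lie below all 6 young adult dogs. On APB the value is -1.27 without senior APB 1. The interaction of GCG is -0.0115 (SE 0.48, adjusted p = 0.993).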

The down-regulation of pre-proglucagon (GCG) in the aged colon was unexpected. The pre-proglucagon is a zymogen that is eventually processed by post-translational modification into glucagon, glucagon-like peptide (GLP)-1, GLP-2, or oxymodulin [44]. It is known that GLP-1 inhibits gastric acid secretion [45] and intestinal motility [46], while GLP-2 stimulates intestinal cell proliferation and differentiation with a concomitant reduction in apoptosis [47], [48]. Therefore, the down-regulation of GCG, as observed in senior dogs, may imply impaired intestinal function and decreased proliferative activity of epithelial cells in the aged colon. Likewise, we observed the down-regulation of other genes associated with cell proliferation and differentiation (CSRP2) and cell cycle and cytokinesis (SEPT4). 

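CSRP2, a LIM domain gene of developing muscle, differed by -0.69 (SE 0.16, adjusted p = 0.294) on PPB and -0.56 (SE 0.16, adjusted p = 0.934) on APB. SEPTIN4 (SEPT4), a septin gene of cytokinesis, averaged 6.62 ± 0.22 in senior and 7.56 ± 0.18 in young adult dogs fed PPB, a difference of -0.94 (SE 0.16, adjusted p = 0.230). On APB SEPTIN4 differed by 0.0692 (SE 0.16, adjusted p = 1.00), with an interaction of -1.01 (SE 0.22, adjusted p = 0.795) (3 dogs per group). The paper speculates that altered genes of apoptosis, differentiation and proliferation, with lower SST and GCG, may add to a predisposition to intestinal dysfunction with age.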

The reason for varied expression of genes associated with cell proliferation, differentiation, and apoptosis is unclear. Taken together, we speculate that the altered expression of genes involved in cellular apoptosis, differentiation, and proliferation, concurrent with the decreased expression of genes involved in intestinal hormone secretion and motility (SST and GCG), may contribute to the predisposition of intestinal dysfunction and disease in the aged colon.

### Age affected genes associated with immunity and stress response

The colon is arguably the most immunologically active and stressed organ because of its continuous challenge from an environment rich in microbiota and its metabolites [49]. It is well known that a chronic inflammatory state predisposes the host to various colonic diseases [50]. 

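IL18, an inflammasome-processed cytokine gene of epithelium, differed by 0.0602 (SE 0.33, adjusted p = 1.00) on APB and -0.53 (SE 0.33, adjusted p = 0.674) on PPB (3 dogs per group). NFKBIA, the inhibitor gene of NF-kappaB, differed by 0.12 (SE 0.23, adjusted p = 1.00) and -0.26 (SE 0.23, adjusted p = 0.761). CXCL16, a chemokine gene, differed by -0.56 (SE 0.32, adjusted p = 0.934) on APB and 0.11 (SE 0.32, adjusted p = 0.951) on PPB. Over 18 inflammatory mediators the median is -0.0291 on APB (camera adjusted p = 0.792, adjusted p = 0.974 with an estimated correlation) and -0.0882 on PPB (camera adjusted p = 0.449, adjusted p = 0.732 with an estimated correlation). On APB all 4 MHC class II genes lie below 0, with a median of -0.64 (camera adjusted p = 0.00181, adjusted p = 0.441 with an estimated correlation), among them DLA-DQB1 at -0.82 (SE 0.26) and HLA-DRB1 at -0.93 (SE 0.42), both lower adjusted over the list alone. That median is -0.56 (adjusted p = 0.00616) with the 3'–5' difference as a covariate, and on PPB the median is -0.19 (interaction 0.40, camera adjusted p = 0.0872, adjusted p = 0.713 with an estimated correlation). The average over the diets is -0.36 (camera adjusted p = 0.0111, adjusted p = 0.577 with an estimated correlation). The call on APB holds without any single array, with a median of -0.41 without young adult APB 3. The interaction call is lost without senior APB 2 (0.30), senior PPB 1 (0.42), senior PPB 2 (0.32), young adult APB 3 (0.20), young adult PPB 1 (0.35) or young adult PPB 3 (0.37). The covariate ends it as well (0.29, adjusted p = 0.468). The averaged call is lost without senior PPB 3 (-0.24).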

The expression of several genes related to stress and inflammatory response were altered in senior vs. young adult dogs in this experiment. 

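HSP90AA1, the inducible HSP90 gene, differed by 0.30 (SE 0.30, adjusted p = 0.795) on PPB with its named probe set. The fold the paper gives sits on 2 probe sets, the one of smallest p, shared by LOC607470 and HSP90AA1, at 1.93 (SE 0.51, adjusted p = 0.348) (3 dogs per group). NOS2, the inducible nitric oxide synthase gene, differed by -0.32 (SE 0.20, adjusted p = 0.940) on APB and 0.18 (SE 0.20, adjusted p = 0.834) on PPB. HSPD1, the mitochondrial chaperonin gene, differed by 0.15 (SE 0.18, adjusted p = 0.841) and HSPA8, the constitutive HSP70 gene, by 0.0572 (SE 0.10, adjusted p = 0.909) on PPB. Over 31 chaperone genes 20 lie above 0 on PPB, with a median of 0.17 (camera adjusted p = 0.0161, adjusted p = 0.288 with an estimated correlation). On APB the median is -0.0151 (camera adjusted p = 0.954, adjusted p = 0.974 with an estimated correlation), and the interaction median is 0.16 (camera adjusted p = 0.0872, adjusted p = 0.622 with an estimated correlation). A fit with the 3'–5' difference as a covariate gives 0.0737 (adjusted p = 0.215) on PPB. The call holds without any single array, with a median of 0.11 without senior PPB 3 and 0.11 without young adult PPB 1. The interaction call is lost without senior APB 2 (0.0786), senior APB 3 (0.15), senior PPB 1 (0.22), senior PPB 3 (0.15), young adult APB 3 (0.0286), young adult PPB 1 (0.0984) or young adult PPB 3 (0.0813). The covariate ends it too (0.14, adjusted p = 0.527).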

Heat shock protein (HSP90AA1), which is a molecular chaperone and works with nitric oxide synthase (NOS) to produce nitric oxide (NO) [51], was up-regulated (3.82 fold) in the aged colon. Nitric oxide is an important signaling molecule associated with normal body homeostatic functions; however, a surplus of NO is closely related to various pathological processes including carcinogenesis and inflammation [52]. It has been reported that increased NO production because of increased NOS activity occurs during chronic inflammation in the intestine [53], [54]. The up-regulation of HSP90AA1 has also been associated with the progression of gastric cancer [55]. Although colonic NOS activity was not measured in this experiment, it may be a useful measure in future aging studies.

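CD179b (IGLL1) has no probe set named for it here. The fold given sits on 15 probe sets, of which the one of smallest p, shared by LOC608238 and LOC486411, differed by 0.89 (SE 0.19, adjusted p = 0.294) on PPB (3 dogs per group). JCHAIN, the joining chain gene of secreted IgA, differed by 0.0451 (SE 0.21, adjusted p = 1.00) on APB and 0.17 (SE 0.21, adjusted p = 0.840) on PPB, where it was -0.13 with the 3'–5' difference as a covariate. XBP1, a plasma cell transcription factor gene, differed by 0.49 (SE 0.20, adjusted p = 0.558) and CD38, a plasma cell surface gene, by -0.0326 (SE 0.22, adjusted p = 0.986) on PPB. Over these 3 B cell and plasma cell genes the median is -0.0300 on APB (camera adjusted p = 0.986, adjusted p = 0.991 with an estimated correlation) and 0.17 on PPB (camera adjusted p = 0.346, adjusted p = 0.726 with an estimated correlation).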

Expression of CD179b, which is a premature antigen receptor in pre-B cells but is absent in mature B cells [56], was up-regulated in the aged colon. Interestingly, a down-regulation (3.02 fold) of galectin 3 (LGALS3) was observed in senior dogs consuming APB. It is noted that LGALS3 improves innate immune response during acute inflammation and plays a role in wound-healing during chronic inflammation [57]. 

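LGALS3, the galectin 3 gene of epithelium and macrophages, averaged 9.95 ± 0.39 in senior and 11.54 ± 0.45 in young adult dogs fed APB, a difference of -1.59 (SE 0.40, adjusted p = 0.934). On PPB it differed by -1.08 (SE 0.40, adjusted p = 0.536) (3 dogs per group). The senior dogs fed PPB were at 11.29, 10.47 and 9.63, and the young adult dogs at 11.38 to 11.74. SCGB1A1, the airway and mucosal secretoglobin gene, differed by -1.69 (SE 0.67, adjusted p = 0.934) and PIGR, the receptor gene that carries IgA across the epithelium, by -0.22 (SE 0.21, adjusted p = 0.962) on APB. There SCGB1A1 was highest in young adult APB 3 at 11.12, beside 8.97 and 9.26 in the other young adult and 7.14 to 9.35 in senior dogs. CD59, a complement inhibitor gene, differed by -0.25 (SE 0.20, adjusted p = 0.954). Over 16 mucosal defense genes 13 lie below 0 for age on APB, with a median of -0.27 (camera adjusted p = 0.0407, adjusted p = 0.441 with an estimated correlation). On PPB the median is 0.17 (camera adjusted p = 0.422, adjusted p = 0.726 with an estimated correlation), and the interaction median is 0.49 (camera adjusted p = 0.0272, adjusted p = 0.572 with an estimated correlation). The median on APB is -0.33 (adjusted p = 0.0401) with the 3'–5' difference as a covariate. The mucosal call is lost without senior APB 1 (-0.23, adjusted p = 0.165) or young adult APB 3 (-0.13, adjusted p = 0.263), and the median is -0.42 without young adult APB 1. The mucosal interaction is lost without young adult PPB 1 (0.37), and the median is 0.32 without young adult APB 3.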

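SAA1, a serum amyloid A gene, averaged 7.52 ± 1.19 in senior and 9.07 ± 0.91 in young adult dogs fed PPB, a difference of -1.55 (SE 0.75, adjusted p = 0.602) that is -0.98 without senior PPB 3. On APB it differed by 0.32 (SE 0.75, adjusted p = 1.00), an interaction of -1.87 (SE 1.06, adjusted p = 0.795) (3 dogs per group). The fold given for SAA1 sits on 5 probe sets. Of these the one of smallest p, of the serum amyloid A gene LOC403585, differed by -0.94 (SE 0.24, adjusted p = 0.330) on PPB.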

The expression of SAA1, an acute phase protein and potent chemoattractant for monocytes and neutrophils [58], was also down-regulated in the aged colon. In colonocytes, SAA1 has a protective role in pathogenic invasion and cellular oxidative damage [59]. Moreover, we observed a down-regulation of GPX7 that encodes glutathione peroxidase (GTP) and GSTM3 that encodes glutathione-S-transferase (GST) in aged colonic mucosa. 

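LOC479911, a glutathione S-transferase gene, averaged 5.87 ± 0.86 in senior and 8.99 ± 0.23 in young adult dogs fed PPB (adjusted p = 0.184, 3 dogs per group). On APB it averaged 6.38 ± 0.56 and 8.39 ± 0.42 (adjusted p = 0.809). Its probe set is the only one with the folds the paper gives for GSTM3, and no probe set carries that name here. GPX7 has none either, and its fold sits on 6 probe sets, of which an unnamed one differed by -1.08 (SE 0.26, adjusted p = 0.302) on PPB. PRDX6, a peroxiredoxin gene, differed by -0.37 (SE 0.23, adjusted p = 0.934) on APB, GSTO1, a glutathione transferase gene, by -0.24 (SE 0.15, adjusted p = 0.934), and TXN, the thioredoxin gene, by -0.0635 (SE 0.14, adjusted p = 1.00). Over 35 glutathione, antioxidant and detoxification genes, none of them LOC479911, 29 lie below 0 for age on APB, with a median of -0.31 (camera adjusted p = 0.00422, adjusted p = 0.441 with an estimated correlation). Fitted with the 3'–5' difference as a covariate, the median is -0.25 (adjusted p = 0.0265). The call holds without any single array, with a median of -0.19 without senior APB 3 and -0.15 without young adult APB 3. On PPB the median is 0.0424 (camera adjusted p = 0.668, adjusted p = 0.860 with an estimated correlation) and the interaction median is 0.19 (camera adjusted p = 0.0207, adjusted p = 0.595 with an estimated correlation). The interaction call holds without any single array, at 0.31 without senior APB 1, 0.12 without senior APB 3 and 0.31 without young adult PPB 1. It is lost with the covariate (0.14, adjusted p = 0.546).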

Glutathione peroxidase is known to neutralize lipid hydroperoxides and free hydrogen peroxides [60]. Glutathione-S-transferase is thought to eliminate cellular toxins such as xenobiotics, carcinogens, and lipid peroxides and to play a role in the prevention of colorectal cancer [61].

Although our old dogs were clinically healthy, our observations indicate that the aged colon appears to have an increased risk of inflammation and a decreased functionality of cellular defensive mechanisms. 

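TYROBP, a signaling adaptor gene of myeloid cells, averaged 5.57 ± 0.25 in senior and 6.79 ± 0.25 in young adult dogs fed PPB, a difference of -1.22 (SE 0.32, adjusted p = 0.348). LYZ, the lysozyme gene, differed by -2.29 (SE 0.68, adjusted p = 0.452) and MRC1, a mannose receptor gene, by -0.76 (SE 0.47, adjusted p = 0.674) on PPB (3 dogs per group). CTSS, the cathepsin S gene, differed by -0.18 (SE 0.18, adjusted p = 0.792). Over 16 macrophage and myeloid genes 14 lie below 0 for age on PPB, with a median of -0.30 (camera adjusted p = 0.00631, adjusted p = 0.281 with an estimated correlation). Adjusted over the list alone 3 are lower (TYROBP, LYZ and the Fc receptor gene FCGR1A), and the paper had already listed TYROBP from these same samples. The median is -0.39 (adjusted p = 0.0404) with the 3'–5' difference as a covariate. The myeloid call holds without any single array, with a median of -0.55 without senior PPB 2. On APB it is -0.0804 (camera adjusted p = 0.594, adjusted p = 0.912 with an estimated correlation), with an interaction median of -0.20 (camera adjusted p = 0.155, adjusted p = 0.713 with an estimated correlation). Averaged over the diets 14 of 16 lie below 0 at -0.23 (camera adjusted p = 0.00613, adjusted p = 0.365 with an estimated correlation), and the median is -0.13 without senior PPB 3. The paper states that the aged colon appears at greater risk of inflammation, with reduced cellular defense.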

Our gene expression data are not surprising, as these responses may be expected in aged animals. However, they appear to contradict the increased luminal butyrate concentrations observed in senior vs. young adult dogs [5], as butyrate has been suggested to have therapeutic effects on colonic inflammation and cellular damage [62]. Butyrate is critical to the health of the colon, as it is the preferred energy substrate by colonocytes. Differences in butyrate utilization by colonocytes as a function of age may explain this equivocal finding. It has been reported that butyrate uptake in the colonic epithelium was reduced with age in rats [63]. 

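CA2, a carbonic anhydrase gene of surface colonocytes, averaged 7.66 ± 0.14 in senior and 9.23 ± 0.69 in young adult dogs fed APB, a difference of -1.57 (SE 0.32, adjusted p = 0.809), or -1.17 without young adult APB 3. On PPB CA2 differed by -1.12 (SE 0.32, adjusted p = 0.403) (3 dogs per group), with an interaction of 0.44 (SE 0.45, adjusted p = 0.819). CA1, the most abundant colonic carbonic anhydrase gene, differed by -0.0215 (SE 0.10, adjusted p = 1.00) and 0.0225 (SE 0.10, adjusted p = 0.974) on APB and PPB. BSG, the chaperone gene of the monocarboxylate transporters, differed by -0.29 (SE 0.89, adjusted p = 1.00) and 1.11 (SE 0.89, adjusted p = 0.740), or 0.22 and -0.34 with the 3'–5' difference as a covariate. Over 7 genes of butyrate uptake the median is -0.19 on APB (camera adjusted p = 0.609, adjusted p = 0.912 with an estimated correlation) and 0.0225 on PPB (camera adjusted p = 0.506, adjusted p = 0.726 with an estimated correlation).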

We observed a down-regulation of genes associated with butyrate uptake, including carbonic anhydrase (CA2) that is required for the supply of hydrogen and bicarbonate [62] and somatostatin (SST) that may increase butyrate uptake by up-regulating monocarboxylate transporter 1 (MCT1) expression [64]. These observations support the notion that aged colon tissue may have a decreased ability to transport butyrate. Butyrate has been shown to enhance expression of GST, which suggests that some of the beneficial effects of butyrate on colonic health may be mediated by GST-related functions [65], [66]. Decreased GST expression in senior dogs further supports this hypothesis. Therefore, we speculate that our previous observation for increased luminal butyrate concentrations in aged dogs [5] may have been a consequence of impaired uptake and/or utilization of butyrate.

### Age affected genes associated with cellular metabolism

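DLST, the TCA cycle succinyltransferase gene, differed by 2.63 (SE 0.63, adjusted p = 0.302) on PPB, and by 1.11 with the 3'–5' difference as a covariate. CPT2, a mitochondrial carnitine palmitoyltransferase gene, differed by 0.64 (SE 0.16, adjusted p = 0.314) on PPB and ATP2B1, a plasma membrane calcium pump gene, by 0.64 (SE 0.16, adjusted p = 0.934) on APB (3 dogs per group). COXVIAH has no probe set named for it here, and the only one with its fold, an unnamed probe set, differed by 2.63 (SE 0.70, adjusted p = 0.358) on PPB. Over 18 TCA cycle genes the median on PPB is 0.0449 (camera adjusted p = 0.218, adjusted p = 0.726 with an estimated correlation) and over 53 oxidative phosphorylation genes -0.12 (camera adjusted p = 0.139, adjusted p = 0.732 with an estimated correlation). Over 25 genes of fatty acid oxidation it is 0.0703 (camera adjusted p = 0.830, adjusted p = 0.860 with an estimated correlation). On APB the 3 medians are -0.15, -0.0332 and -0.00429 (camera adjusted p = 0.623, 0.799 and 0.707). MRPL21 and MRPS28, mitochondrial ribosome genes, differed by -0.97 (SE 0.26) and -0.99 (SE 0.25) on PPB, and 44 of the 50 genes of that ribosome lie below 0, with a median of -0.30 (camera adjusted p = 2.07e-05, adjusted p = 0.510 with an estimated correlation). It is -0.24 (adjusted p = 2.99e-05) with the covariate and -0.18 without senior PPB 2. On APB it is -0.0847 (camera adjusted p = 0.809, adjusted p = 0.974 with an estimated correlation) and the interaction median is -0.24 (camera adjusted p = 0.00481, adjusted p = 0.713 with an estimated correlation). Averaged over the diets 42 of 50 lie below 0 at -0.17 (camera adjusted p = 0.000765, adjusted p = 0.696 with an estimated correlation). The ribosome interaction is lost without young adult PPB 1 (-0.16), and the median is -0.11 without senior PPB 2. The averaged call holds without any single array, at -0.11 without senior APB 2 and -0.0965 without senior PPB 2.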

In aged colonic mucosa, there was increased expression of genes associated with ATP synthesis (ATP2B1), electron transport chain (COXVIAH), TCA cycle (DLST), and lipid oxidation (CPT2). These results are in agreement with previous reports of increased metabolic activity in the aged colon of rats fed ad libitum [16]. However, it should be noted that the number of genes involved and magnitude of gene expression associated with cellular metabolism was much larger in the previous experiment [16]. A possible reason for this discrepancy may be related to feeding methodology. A restricted feeding method, to maintain body weight, was used for senior dogs in this experiment, which may have attenuated some of the effects of age on gene expression associated with colonic metabolism, as caloric restriction generally decreases overall metabolic rate [9], [67]. Increased metabolic activity in the aged canine colon may have been a result of increased stress response and cell proliferation, as observed in this experiment, both of which require large amounts of energy. Increased crypt depth in senior dogs, as observed in our previous experiment, may be partly explained by an increased metabolic rate in the aged colon. 

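GCKR, the glucokinase regulator gene, has 1 probe set named for it, outside the tested ones. The only probe set with the fold the paper gives is not named in the annotation used here and differed by -3.06 (SE 0.71, adjusted p = 0.294) on PPB (3 dogs per group). LDHA, a lactate dehydrogenase gene, differed by -0.11 (SE 0.0861, adjusted p = 0.743) and PGAM1, a phosphoglycerate mutase gene, by 0.21 (SE 0.18, adjusted p = 0.752) on PPB. Over 17 glycolysis genes the median is -0.0465 on APB (camera adjusted p = 0.954, adjusted p = 0.974 with an estimated correlation) and -0.0126 on PPB (camera adjusted p = 0.449, adjusted p = 0.820 with an estimated correlation).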

The reason for the considerable down-regulation (8.32 fold) in glucokinase regulator (GCKR) in senior dogs consuming PPB is unknown, as this gene product regulates the activity of glucokinase that is primarily found in liver and pancreatic β-cells [68]. In this experiment, it is particularly interesting that senior dogs consuming PPB had a decreased expression (3.16 fold) of folate hydrolase (FOLH1). 

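FOLH1B, the symbol here of the probe set for FOLH1, averaged 6.48 ± 0.38 in senior and 8.14 ± 0.41 in young adult dogs fed PPB, a difference of -1.66 (SE 0.43, adjusted p = 0.332). On APB it differed by -0.13 (SE 0.43, adjusted p = 1.00), with an interaction of -1.53 (SE 0.60, adjusted p = 0.795) (3 dogs per group). GGH, the gamma-glutamyl hydrolase gene that acts on the same folate chains, differed by -0.30 (SE 0.20, adjusted p = 0.689) on PPB. AHCY, the adenosylhomocysteinase gene, differed by -0.60 (SE 0.23, adjusted p = 0.934) on APB. Over 13 folate and one-carbon genes the median is -0.13 on APB (camera adjusted p = 0.594, adjusted p = 0.912 with an estimated correlation) and 0.15 on PPB (camera adjusted p = 0.874, adjusted p = 0.947 with an estimated correlation).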

Folate hydrolase is required for intestinal folate uptake and its polymorphism has been linked to the development of colorectal cancer [69]. A previous experiment demonstrated that colonic folate absorption decreased with age and folate deficiency has been considered a risk factor for colon carcinogenesis in geriatrics [70]. Therefore, we speculate that the decreased folate absorption with increasing age is, in part, due to a reduction of folate hydrolase expression, as observed in this experiment. 

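MTHFSD has no probe set named for it here. The fold of Table 2, 1.83 on PPB, sits on 16 probe sets, of which an unnamed one differed by 0.87 (SE 0.19, adjusted p = 0.294). MTFMT, the mitochondrial methionyl-tRNA formyltransferase gene, which uses formyl-folate, differed by 1.26 (SE 0.31, adjusted p = 0.934) on APB, 2.40-fold, and by 0.41 (SE 0.31, adjusted p = 0.724) on PPB (3 dogs per group).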

Decreased folate absorption may also be associated with increased expression (2.40 fold in dogs fed PPB) of methenyltetrahydrofolate synthetase (MTHFSD), which is involved in the folate biosynthetic pathway.

Although there was no consistent age-associated trend in expression of genes involved in protein processing, cellular signaling, or transcription-translation in this experiment, some genes of interest were differentially expressed. 

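DDX5, an RNA helicase gene, differed by -0.21 (SE 0.17, adjusted p = 0.741) on PPB and 0.29 (SE 0.17, adjusted p = 0.934) on APB (3 dogs per group). HNRNPA2B1 and HNRNPH1, genes of RNA-binding proteins of splicing, differed by 0.0911 (SE 0.17, adjusted p = 0.913) and 0.12 (SE 0.17, adjusted p = 0.866) on PPB. Over 38 splicing factor genes 28 lie above 0 on PPB, with a median of 0.15 (camera adjusted p = 0.0161, adjusted p = 0.288 with an estimated correlation), and 26 on APB, with 0.14 (camera adjusted p = 0.0707, adjusted p = 0.594 with an estimated correlation). The medians are 0.32 (adjusted p = 2.67e-05) on PPB and 0.0939 (adjusted p = 0.308) on APB with the 3'–5' difference as a covariate. The shift on PPB is lost without senior PPB 3 (0.0820, adjusted p = 0.240) or young adult PPB 1 (0.0910, adjusted p = 0.306). The shift on APB is lost without senior APB 1 (0.15, adjusted p = 0.165), senior APB 2 (0.16, adjusted p = 0.124) or young adult APB 1 (0.14, adjusted p = 0.154), and the median is 0.0628 without senior APB 3. Averaged over the diets 29 of 38 lie above 0 at 0.11 (camera adjusted p = 0.00225, adjusted p = 0.365 with an estimated correlation). The averaged call holds without any single array, at 0.17 without senior PPB 2 and 0.0687 without senior PPB 3.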

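VPS13D has no probe set named for it here. The fold the paper gives sits on 2 probe sets, of which the one of smallest p, not named in the annotation used here, averaged 7.61 ± 1.31 in senior and 5.10 ± 0.27 in young adult dogs fed PPB, a difference of 2.51 (SE 0.64, adjusted p = 0.330). RAB9A, a GTPase gene of endosome transport, differed by -0.76 (SE 0.20, adjusted p = 0.347) on PPB (3 dogs per group).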

The VPS13D gene that was up-regulated (5.71 fold) in the aged colon has been associated with cellular vesicle-mediated sorting and protein transport [71]. 

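PPT1, a lysosomal thioesterase gene, differed by 2.42 (SE 0.61, adjusted p = 0.330) on PPB with the probe set of the paper's fold. Its probe set of highest mean differed by 0.89 (SE 0.27, adjusted p = 0.453) on PPB, and by 0.64 without senior PPB 1. On APB that probe set differed by 0.31 (SE 0.27, adjusted p = 0.955) (3 dogs per group).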

Senior dogs had increased expression of PPT1 (palmitoyl protein thioesterase 1), a lysosomal enzyme that depalmitoylates proteins, and is reported to decrease TNF-induced apoptosis [72]. The expression of genes related to secretogranins (CHGB, SCG3, and SCG5) was decreased in senior dogs. 

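SCG3 and SCG5, granin-family genes of endocrine secretory granules, differed by -1.57 (SE 0.37, adjusted p = 0.294) and -0.54 (SE 0.23, adjusted p = 0.560) on PPB and by -0.72 (SE 0.37, adjusted p = 0.934) and -0.87 (SE 0.23, adjusted p = 0.934) on APB (3 dogs per group). On APB SCG3 was at 5.27, 6.19 and 4.74 in young adult and 4.31 to 4.86 in senior dogs. On PPB SCG5 was at 7.08, 7.72 and 7.20 in young adult and 6.56 to 6.93 in senior dogs. CHGB differed by -1.25 (SE 0.49, adjusted p = 0.550) on PPB with its probe set of highest mean, and by -0.19 with the 3'–5' difference as a covariate. CPE, the granule carboxypeptidase gene, differed by -0.31 (SE 0.38, adjusted p = 0.990) and 0.37 (SE 0.38, adjusted p = 0.807) on APB and PPB. The 6 enteroendocrine genes measured are SST, GCG, CHGB, SCG3, SCG5 and CPE. On APB 6 lie below 0, with a median of -1.27 (camera adjusted p = 1.36e-07, adjusted p = 0.172 with an estimated correlation, fry adjusted p = 0.0278). On PPB 5 lie below 0 (all but CPE), with a median of -1.41 (camera adjusted p = 4.25e-04, adjusted p = 0.281 with an estimated correlation). Averaged over the diets the median is -1.41 (camera adjusted p = 6.81e-08, adjusted p = 0.155 with an estimated correlation, fry adjusted p = 0.00731). With the 3'–5' difference as a covariate the medians on APB and PPB are -1.35 (adjusted p = 1.27e-08) and -0.91 (adjusted p = 0.0129). Adjusted over the list alone, 5 genes are lower on APB and 4 on PPB, and the call holds on both without any single array.

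**Figure D3:**
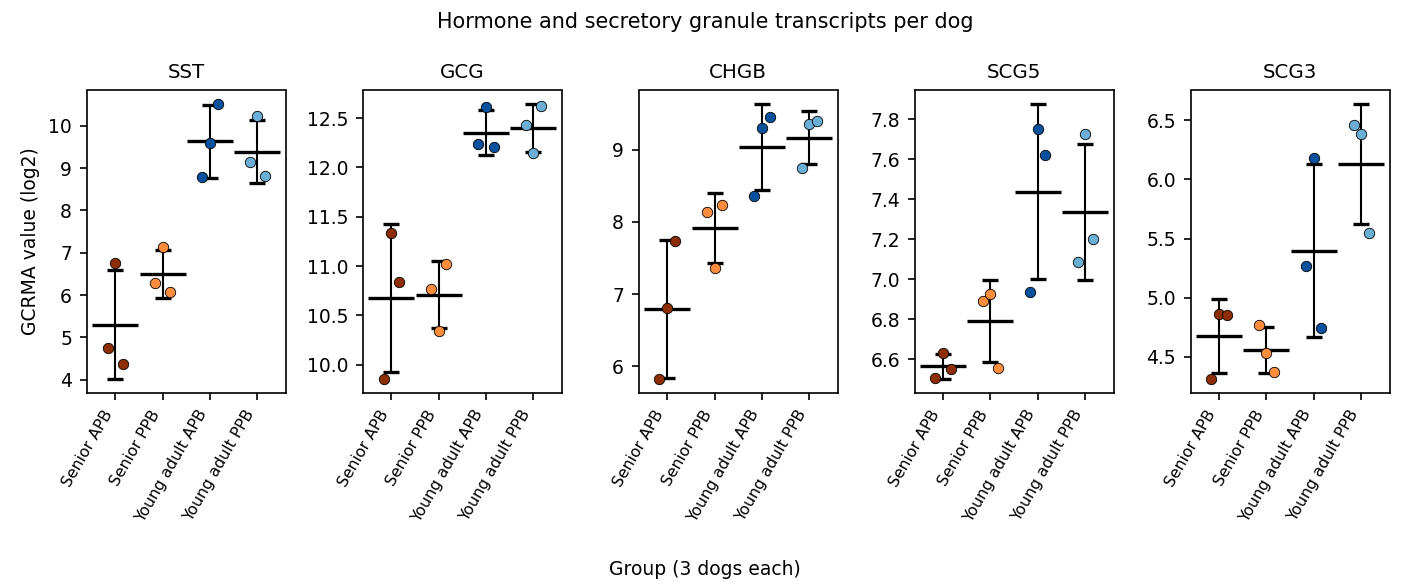
Log2 expression of SST, GCG, CHGB, SCG5 and SCG3 in each of the 12 dogs, by age and diet.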

Secretogranins/chromogranins are associated with the sorting and aggregation of secretory granules and are highly expressed in endocrine and neuronal cells [73]. The significance of age-related alterations in those genes is unclear at this time, but deserves attention in future experiments.

### Diet-associated alterations in gene expression

There was a small number of genes (32 genes) differentially expressed between dogs consuming APB and PPB (Tables 7 and 8). 

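CHGB differed between APB and PPB in senior dogs by -1.20 (SE 0.28, adjusted p = 0.964) on the probe set called for age, and differed by 0.26 (SE 0.28, adjusted p = 1.00) in young adult dogs (3 dogs per group). EEA1, the endosome tether gene, differed by -1.74 (SE 0.43, adjusted p = 1.00) in young adult and 0.74 (SE 0.43, adjusted p = 0.964) in senior dogs. Its value was highest in senior APB 3 at 7.87, beside 6.96 and 6.61 in the other senior dogs fed APB and 6.21 to 6.54 on PPB. SAR1A, a GTPase gene of vesicle export, differed by -2.50 (SE 0.57, adjusted p = 0.964) and NCOR1, a nuclear corepressor gene, by 1.22 (SE 0.31, adjusted p = 0.964) in senior dogs. Over the paper's diet genes, 29 measured, 15 lie above 0 in senior dogs with a median of 0.0515, and 16 in young adult dogs with 0.0704. Adjusted over the list alone, 10 are higher and 8 lower on APB in senior dogs, and 3 higher (BMP6, DLST and KCTD10) and 2 lower (CWC27 and EEA1) in young adult dogs. These genes were chosen on the same samples and are not independent evidence. Over the 6 enteroendocrine genes 5 lie below 0 in senior dogs, with a median of -0.39 (camera adjusted p = 0.0665, adjusted p = 0.534 with an estimated correlation). With the 3'–5' difference as a covariate that median is -0.51 (adjusted p = 0.00534). The enteroendocrine call is lost without senior APB 1 (-0.18, adjusted p = 0.720), senior PPB 1 (-0.49, adjusted p = 0.167), senior PPB 2 (-0.27, adjusted p = 0.164) or senior PPB 3 (-0.45, adjusted p = 0.147).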

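PSMB9, an interferon-induced proteasome gene, differed by 0.77 (SE 0.21, adjusted p = 0.964) and B2M, the light chain gene of MHC class I, by 0.47 (SE 0.21, adjusted p = 0.964) for APB minus PPB in senior dogs (3 dogs per group). ISG15, an interferon-induced ubiquitin-like gene, differed by 1.40 (SE 1.90, adjusted p = 0.966). Over 14 interferon response genes 14 lie above 0 in senior dogs fed APB, with a median of 0.84 (camera adjusted p = 6.95e-05, adjusted p = 0.487 with an estimated correlation). With the 3'–5' difference as a covariate the median is 1.14 (adjusted p = 2.37e-06), and the call is lost without senior APB 1 (0.0789, adjusted p = 0.362). Without senior APB 2 or 3 the median is 1.28 or 1.35. Among young adult dogs it is 0.16 (camera adjusted p = 0.325, adjusted p = 0.812 with an estimated correlation), and the interaction median is -0.68 (camera adjusted p = 0.0872, adjusted p = 0.756 with an estimated correlation). The interaction call is lost without senior APB 1 (0.0712), senior PPB 1 (-0.50), senior PPB 3 (-0.68), young adult APB 1 (-0.41), young adult PPB 2 (-0.68) or young adult PPB 3 (-0.61), and the median is -1.04 without senior APB 2. CCL5, a T cell chemokine gene, differed by 0.63 (SE 0.39, adjusted p = 0.964) and CD3D, a T cell receptor subunit gene, by 0.75 (SE 0.44, adjusted p = 0.964), and 8 of 9 T and natural killer cell genes lie above 0 in senior dogs, with a median of 0.40 (camera adjusted p = 0.00330, adjusted p = 0.241 with an estimated correlation, fry adjusted p = 0.0416, 0.27, adjusted p = 0.00534, with the covariate). It holds without any single array, with 0.61 without senior PPB 1. The T cell median of young adult dogs is 0.0279 (camera adjusted p = 0.712, adjusted p = 0.812 with an estimated correlation). Averaged over age, all 14 interferon genes lie above 0 at 0.47 (camera adjusted p = 9.63e-06, adjusted p = 0.526 with an estimated correlation, and 0.15, adjusted p = 0.0510, without senior APB 1) and all 9 T cell genes at 0.21 (camera adjusted p = 0.00606, adjusted p = 0.233 with an estimated correlation).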

No consistent patterns of gene expression as a function of diet were also observed. The APB diet contained low dietary fiber and high animal protein concentrations, both of which have been implicated to have a negative impact on colonic health in humans [74], and were expected to result in greater differences. While colon cancer is not common in dogs as it is in humans, dogs often have diarrhea and/or increased production of putrefactive compounds (e.g., phenols, indoles, biogenic amines) and negative changes in intestinal microbiota populations in response to the consumption of high-protein diets or diets having low protein digestibility. The small sample size (n = 12), differences in daily caloric intake among dogs, and low to moderate fermentability of the dietary fiber in PPB, much of which was derived from corn and wheat middlings, may also have contributed to the lack of response in colon tissue. Finally, the short, unsacculated colon of the dog, which allows for rapid transit and frequent defecation, may also explain the lack of gene expression differences due to dietary treatment. Nonetheless, dietary effects on gene expression were more pronounced in senior dogs (22/32 genes) as compared to young adult dogs (10/32 genes), indicating that an aged colon is more likely to be influenced by dietary characteristics.

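MOCS2, a molybdenum cofactor gene, differed by 0.77 (SE 0.17, adjusted p = 0.964) for APB minus PPB in senior dogs and by -0.21 (SE 0.17, adjusted p = 1.00) in young adult dogs (3 dogs per group). MED13L, a Mediator subunit gene, differed by 1.37 (SE 0.34, adjusted p = 0.964) and -0.32 (SE 0.34, adjusted p = 1.00) (0.20 with the 3'–5' difference as a covariate), with an interaction of -1.70 (SE 0.48, adjusted p = 0.795). Of the paper's 22 entries measured in senior dogs, 22 have the listed sign and 16 an unadjusted p under 0.005. Of 7 in young adult dogs, 7 have the listed sign and 4 an unadjusted p under 0.005, and 0 of either have a limma adjusted p under 0.10. The interaction has an unadjusted p under 0.05 for 14 of the 22 and 4 of the 7. The paper chose these entries for a diet difference on the same arrays, and that difference enters the interaction. These interaction counts therefore cannot test whether the response to diet differs with age. camera calls 0 lists in young adult dogs and 12 in senior dogs at its preset correlation, and 0 in both with an estimated correlation. In senior dogs mitochondrial ribosome genes have a median of 0.18, with 40 of 50 above 0 (camera adjusted p = 0.00176, adjusted p = 0.596 with an estimated correlation). The call is lost without senior APB 1 (0.12, adjusted p = 0.147) or senior PPB 2 (0.0583, adjusted p = 0.290), and the median is 0.32 without senior APB 2. Splicing factors have -0.11 (camera adjusted p = 0.0504, adjusted p = 0.487 with an estimated correlation). The splicing factor call is lost without senior APB 1 (-0.12, adjusted p = 0.119), senior APB 2 (-0.0641, adjusted p = 0.199), senior PPB 1 (-0.10, adjusted p = 0.163) or senior PPB 3 (-0.0734, adjusted p = 0.379), and the median is -0.17 without senior PPB 2. The medians are 0.18 (adjusted p = 0.00148) and -0.17 (adjusted p = 0.00230) with the 3'–5' difference as a covariate. Young adult dogs have medians of -0.0504 and -0.0272 (camera adjusted p = 0.186 and 0.325). From its counts the paper concludes that the aged colon is more likely to respond to diet.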

**Table 7:** Differentially expressed cell growth and development-, cell signaling and signal transduction-, and immune and stress response-associated genes in colonic mucosa of senior and young adult dogs fed an animal protein-based diet vs. plant protein–based diet.

			Fold change	
Functional classification	Gene name	Gene symbol	Senior	Young
**Cell growth and development**				
Cell cycle	MIND kinetochore complex component	MIS12	1.59	
Cell cycle	Septin 4 isoform 2	SEPT4	1.51	
Proliferation	Bone morphogenetic protein 6	BMP6		2.06
Proliferation	Potassium channel tetramerisation domain containing 10	KCTD10		1.64
Wound healing	Connective tissue growth factor	CTGF	−4.41	
Cytoskeleton	Spectrin repeat containing, nuclear envelope 2	SYNE2	−1.80	
**Cell signaling and signal transduction**				
MAPK pathway	Phosphodiesterase 6H, cGMP-specific, cone, gamma	PDE6H	−2.43	
Neuroendocrine signaling	Secretogranin 1/chromogranin B	CHGB	−2.30	
Signal transduction	SAR1 gene	IQGAP1	−5.68	
Signal transduction	ADP-ribosylation factor-like 6	ARL6		−2.21
**Immune and stress response**				
Immune response	Secretoglobin, family 1A, member 1	SCGB1A1	−9.23	
Immune response	Serum amyloid A1	SAA1	2.08	
Immune response	Heat shock protein 70kDA protein 1A	HSP70-1A	−4.17	

**Table 8:** Differentially expressed cellular metabolism and protein processing- and transcription/translation-associated genes in colonic mucosa of senior and young adult dogs fed an animal protein-based diet vs. plant protein–based diet.

			Fold change	
Functional classification	Gene name	Gene symbol	Senior	Young
**Cellular metabolism and protein processing**				
Glucose metabolism	Glucose phosphate isomerase	GPI	2.20	
Sulfur metabolism	Molybdenum cofactor synthesis 2	MOCS2	1.79	
Hydrolysis	Abhydrolase domain containing 3	ABHD3	1.53	
TCA cycle	Dihydrolipoamide S-succinyltransferase	DLST		1.85
Endosome transport	Early endosome antigen 1	EEA1		−3.34
Protein folding	Serologically defined colon cancer antigen 10	SDCCAG10		−1.78
Protein phosphorylation	PCTAIRE protein kinase 1	PCTK1		1.99
Protein phosphorylation	arginine/serine-rich coiled-coil 1	RSRC1		−1.64
Proteolysis	Dipeptidase 2 (metallopeptidase M20 family)	CNDP2	2.34	
Endocytosis	Formin binding protein 1	FNBP1	1.60	
Membrane traffic	SEC16 homolog A	SEC16A		2.19
**Transcription-Translation**				
Transcription	Mediator complex subunit 13-like	THRAP2	2.59	
Transcription	Nuclear receptor co-repressor 1	NCOR1	2.33	
RNA processing	WW domain binding protein 11	WBP11	−1.51	
DNA repair	BRCA1 associated RING domain 1	BARD1	1.64	
DNA repair	Casein kinase 1, delta	CSNK1D		2.09
**Miscellaneous and unknown**				
Insulin secretion	Family with sequence similarity 3, member B	FAM3B	1.67	
Reproduction	UBX domain containing 6	UBXD6	1.57	
Unknown	Transmembrane protein 205	TMEM205	−1.72	

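SCGB1A1, the secretoglobin gene, averaged 8.09 ± 1.14 in senior dogs fed APB and 11.30 ± 0.18 in those fed PPB, a difference of -3.21 (SE 0.67, adjusted p = 0.964). In young adult dogs it averaged 9.78 ± 1.17 and 9.67 ± 0.66, a difference of 0.11 (SE 0.67, adjusted p = 1.00) (3 dogs per group). The interaction is 3.32 (SE 0.95, adjusted p = 0.795). On PPB the age difference, which uses the same senior PPB arrays, is 1.62 (SE 0.67, adjusted p = 0.558). Macrophage genes, of which 13 of 16 lie above 0 on APB in senior dogs, have a median of 0.26 (camera adjusted p = 0.0296, adjusted p = 0.487 with an estimated correlation). It is 0.15 (adjusted p = 0.0424) with the 3'–5' difference as a covariate, and 0.0167 in young adult dogs (camera adjusted p = 0.771). This call is lost without senior APB 1 (0.14, adjusted p = 0.116), senior APB 3 (0.0700, adjusted p = 0.210), senior PPB 1 (0.28, adjusted p = 0.151) or senior PPB 3 (0.15, adjusted p = 0.127), and the median is 0.42 without senior APB 2 and 0.43 without senior PPB 2.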

The SCGB1A1 gene encoding secretoglobin was greatly down-regulated (9.23 fold) in senior dogs consuming APB as compared to senior dogs consuming PPB. Secretoglobin is suggested to play a protective role against inflammation, oxidative damage, and carcinogenesis [75]. Therefore, its down-regulation may implicate a diet containing high fat and low fiber concentrations and low protein digestibility, leading to increased colonic ammonia concentrations (e.g., the APB diet fed in this study) with decreased colonic defensive mechanisms against inflammation and oxidative stress, especially for senior dogs. Likewise, heat shock protein 70 (Hsp70-1A), a molecular chaperone involved in homeostatic regulation of immune and stress responses [76], was also greatly down-regulated (4.17 fold), while SAA1, an acute phase protein, was up-regulated (2.08 fold) in senior dogs consuming APB vs. PPB. It was interesting to note that young adult dogs consuming APB had increased expression of BMP6 gene. This gene is a member of the transforming growth factor β family and is involved with cartilage and skeletal formation [77], but it may modulate immune responses by decreasing proliferation of B-cells and by inducing apoptosis of activated memory B-cells [78]. 

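HSP70, the inducible HSP70 gene listed as Hsp70-1A, averaged 6.45 ± 1.07 in senior dogs fed APB and 8.51 ± 0.45 in those fed PPB, a difference of -2.06 (SE 0.46, adjusted p = 0.964) that is -1.47 without senior APB 3. In young adult dogs it differed by 0.91 (SE 0.46, adjusted p = 1.00), an interaction of 2.97 (SE 0.65, adjusted p = 0.795) (3 dogs per group). SAA1 differed by 1.34 (SE 0.75, adjusted p = 0.964) in senior dogs, and by 0.77 without senior PPB 3. The probe set of the fold given for it, of LOC403585, differed by 1.05 (SE 0.24, adjusted p = 0.964). Over 31 chaperone genes 23 lie below 0 in senior dogs fed APB, with a median of -0.17 (camera adjusted p = 0.0296, adjusted p = 0.487 with an estimated correlation). The chaperone call is lost without senior APB 2 (-0.0724, adjusted p = 0.249), senior APB 3 (-0.0641, adjusted p = 0.210), senior PPB 1 (-0.17, adjusted p = 0.101) or senior PPB 3 (-0.0581, adjusted p = 0.108). The chaperone median of young adult dogs is 0.0569 (camera adjusted p = 0.4997, adjusted p = 0.810 with an estimated correlation). TCA cycle genes have a median of -0.27 in senior dogs, 13 of 18 below 0 (camera adjusted p = 0.0296, adjusted p = 0.487 with an estimated correlation), and detoxification genes -0.0840, 24 of 35 below 0 (camera adjusted p = 0.0710, adjusted p = 0.494 with an estimated correlation). The TCA cycle call is lost without senior APB 3 (-0.0232, adjusted p = 0.473), senior PPB 2 (-0.13, adjusted p = 0.173) or senior PPB 3 (-0.32, adjusted p = 0.115). The detoxification call is lost without senior APB 3 (-0.0586, adjusted p = 0.694), senior PPB 2 (-0.12, adjusted p = 0.173) or senior PPB 3 (-0.0950, adjusted p = 0.222), and the median is -0.13 without senior APB 2 and -0.15 without senior PPB 1. With the 3'–5' difference as a covariate the chaperone, TCA cycle and detoxification medians are -0.13 (adjusted p = 0.0424), -0.0593 (adjusted p = 0.239) and -0.0994 (adjusted p = 0.349). Young adult dogs have TCA cycle and detoxification medians of 0.0256 and 0.0911 (camera adjusted p = 0.724 and 0.168), with a TCA cycle interaction of 0.35 (camera adjusted p = 0.131, adjusted p = 0.713 with an estimated correlation).

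**Figure D4:**
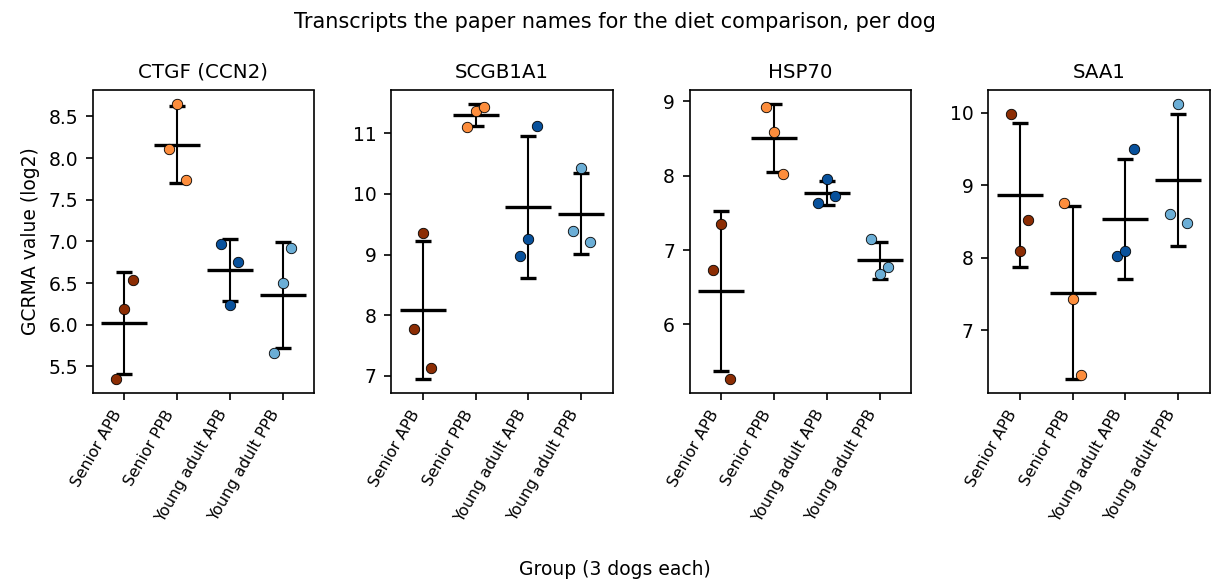
Log2 expression of CCN2 (CTGF), SCGB1A1, HSP70 and SAA1 in each dog, by age and diet.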

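BMP6 averaged 4.63 ± 0.23 in young adult dogs fed APB and 3.59 ± 0.0859 in those fed PPB, a difference of 1.04 (SE 0.27, adjusted p = 1.00). In senior dogs it differed by 0.59 (SE 0.27, adjusted p = 0.964), with an interaction of 0.45 (SE 0.38, adjusted p = 0.806) (3 dogs per group). Senior PPB 3 was lowest at 4.19, beside 5.05 and 5.01 in the other senior dogs fed PPB and 4.83 to 5.65 on APB. BMP2, a related ligand gene of mature colonocytes, differed by 0.33 (SE 0.58, adjusted p = 1.00) in young adult dogs.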

The implication of increased BMP6 expression in the colon of young adult dogs consuming a high-fat and low-fiber diet is not clear at this time [78].

It was unexpected that expression of CTGF, a gene involved in cellular wound healing [19], was down-regulated (4.41 fold) in senior dogs consuming APB compared with those consuming PPB. 

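CCN2 (CTGF) averaged 6.02 ± 0.61 in senior dogs fed APB, a difference of -2.14 (SE 0.41, adjusted p = 0.831) from those fed PPB, whose 3 arrays also enter its age difference on PPB. In young adult dogs it differed by 0.30 (SE 0.41, adjusted p = 1.00) (3 dogs per group). ACTA2, the smooth muscle actin gene, differed by -0.94 (SE 0.53, adjusted p = 0.964) and FN1, the fibronectin gene, by -0.65 (SE 0.58, adjusted p = 0.964) in senior dogs. Of 12 immediate early genes 10 lie below 0 for APB minus PPB in senior dogs, with a median of -0.36 (camera adjusted p = 2.14e-05, adjusted p = 0.273 with an estimated correlation). Adjusted over the list alone 3 are lower (CCN2, TRIB1 and NR4A1), and the paper had already listed CCN2 from these same samples. Fibroblast and matrix genes have a median of -0.55, 21 of 24 below 0 (camera adjusted p = 2.12e-04, adjusted p = 0.596 with an estimated correlation), and smooth muscle genes -0.83, 14 of 14 below 0 (camera adjusted p = 3.20e-04, adjusted p = 0.534 with an estimated correlation). With the 3'–5' difference as a covariate the 3 medians are -0.26 (adjusted p = 1.05e-04), -0.51 (adjusted p = 2.95e-04) and -0.69 (adjusted p = 3.85e-04). The immediate early call holds without any single array, with a median of -0.20 without senior PPB 2. The fibroblast call is lost without senior PPB 2 (-0.0790, adjusted p = 0.994), and the median is -0.36 without senior APB 1 and -1.05 without senior PPB 1. The smooth muscle call is lost without senior APB 1 (-0.43, adjusted p = 0.116) or senior PPB 2 (-0.0409, adjusted p = 0.679). For young adult dogs the 3 medians are 0.0179, 0.29 and 0.19 (camera adjusted p = 0.454, 0.168 and 0.712).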

The increased colonic concentrations of ammonia, as previously observed in dogs consuming APB [5], has been associated with increased epithelial damage [14], and therefore, CTGF gene expression may be expected to be increased to repair cellular damage. The molecular link between colonic ammonia concentrations and CTGF expression has not been made previously; however, it is possible, but remains to be elucidated, that luminal ammonia decreases cellular repair activity in response to epithelial damage, which may be more prominent in senior dogs. Further research is required to study diet-induced alterations in colonic gene expression by using diets containing greater compositional differences.

In conclusion, the current experiment used microarray technology to identify global changes in colonic gene expression induced by age and diet. The majority of genes were altered by age although a relatively small number of genes were also affected by diet. In particular, aged colonic mucosa had an up-regulation of genes associated with cell proliferation and a down-regulation of genes associated with apoptosis and differentiation, highlighting potential genes and pathways that may be responsible for the predisposition of diseases in the aged colon. Aged colonic mucosa also appeared to have an up-regulation of genes associated with inflammation and stress response and a down-regulation of genes associated with defensive mechanisms. Up-regulation of genes related to cellular metabolism in the aged colon may indicate an elevated metabolic rate in the colonic epithelium. Therefore, our results provide molecular insight pertaining to the aged colon and its predisposition to dysfunction and disease. These data have highlighted metabolic pathways that are altered in the aged colon, many of which may aid in future research pertaining to age-associated changes in colonic physiology and disease risk, and dietary strategies to limit their progression.

## Materials and Methods

### Animals, diets and experimental design

All animal care, handling, and sampling procedures are detailed in Kuzmuk et al. [5] and all experimental procedures were approved by the University of Illinois Institutional Animal Care and Use Committee (IACUC #02056) prior to the initiation of the experiment. Briefly, 12 senior (average age = 11.1 y old at baseline; Kennelwood Inc., Champaign, IL) and 12 young (8 wk old at baseline; Marshall Farms USA, Inc., North Rose, NY) female beagles were randomly allotted to 2 dietary treatments and fed for 12 months. Dietary treatments were reported previously [5], [15]. In short, one diet was an animal protein-based diet (APB) that was formulated to contain 28.0% CP, 22.6% fat, and 4.8% total dietary fiber (TDF) with highly digestible animal-derived ingredients. The other diet was primarily a plant protein-based diet (PPB) that was formulated to contain 25.5% CP, 11.2% fat, and 15.2% TDF with moderately digestible plant-derived ingredients. Both diets were formulated to meet or exceed all nutrient requirements for canine growth according to the Association of American Feed Control Officials [79]. Young dogs were fed *ad libitum* to allow for adequate growth and maintained a healthy body condition score (5/9 to 6/9), while senior dogs were fed to maintain baseline body weight but were likely to have a slightly variable body condition score (3/9 to 7/9) throughout the experiment. All dogs were individually housed in kennels (1.1×0.9 m) in temperature-controlled rooms with a 12-h light∶12-h dark cycle at the Edward R. Madigan Laboratory on the University of Illinois campus.

### Sample collection and RNA extraction

After 12 months of experiment, dogs were fasted for 12 h and euthanized using a lethal dose (130 mg/kg body weight) of sodium pentobarbital (Euthasol®, Virbac Corp., Fort Worth, TX). Colon tissue (midpoint) was immediately collected, flash frozen using liquid nitrogen, and stored at −80°C. A small amount of colon tissue from the 6 females from each age group was then placed in RNAlater ICE (Ambion, Austin, TX), thawed at −20°C, and mucosa was scraped for RNA extraction. Total cellular RNA was isolated from all mucosa samples using Trizol (Invitrogen, Carlsbad, CA). RNA concentration was measured using a ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE). RNA integrity was verified on a 1.2% denaturing agarose gel.

### Microarray procedure and data analyses

The procedures for microarray data analyses were described previously by Swanson et al. [11]. Briefly, the prepared RNA samples were hybridized to Affymetrix GeneChip® Canine Genome Arrays (Affymetrix, Santa Clara, CA). After hybridization, chips were washed and stained with streptavidin-conjugated phycoerythrin dye (Invitrogen) enhanced with biotinylated goat anti-streptavidin antibody (Vector Laboratories, Burlingame, CA) utilizing an Affymetrix GeneChip® Fluidics Station 450 and GeneChip® Operating Software. Images were then scanned using an Affymetrix GeneChip® Scanner 3000. Of the 23,836 probe sets on the array, 14,217 probe sets were expressed in the colonic mucosa and were assessed for gene expression changes due to age and diet. Heat maps were generated and MetaCore (GeneGo, Inc., St. Joseph, MI) was used to build gene networks and interpret microarray data. Functional attribution was made by the database SOURCE (http://source.stanford.edu) [80]. All microarray data have been deposited in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (NCBI) archives (http://www.ncbi.nlm.nih.gov/geo) under accession #GSE20557.

### Statistical analysis

To assess inter-animal variation, colonic mucosa samples were not pooled in this experiment. Therefore, each animal was analyzed as an individual experimental unit. Differential expression of the microarray data was evaluated using the limma package [81]. A linear model for the four age x diet groups was fit for each probe set. Differences between groups were then extracted from the model as contrasts. An empirical Bayes “shrinkage” method was employed on the standard errors to improve power for small sample sizes [81]. Lastly, multiple test correction of *p*-values was done using the false discovery rate (FDR) method [82]. Gene transcripts having >1.5-fold change and FDR <0.10 were considered significantly different.

## References

[1] O'Keefe SJ (2008). Nutrition and colonic health: the critical role of the microbiota.. Curr Opin Gastroenterol.

[2] Hoops TC, Traber PG (1997). Molecular pathogenesis of colorectal cancer.. Hematol Oncol Clin North Am.

[3] Commane DM, Arasaradnam RP, Mills S, Mathers JC, Bradburn M (2009). Diet, ageing and genetic factors in the pathogenesis of diverticular disease.. World J Gastroenterol.

[4] Kleinschmidt S, Meneses F, Nolte I, Hewicker-Trautwein M (2008). Distribution of mast cell subtypes and immune cell populations in canine intestines: Evidence for age-related decline in T cells and macrophages and increase of IgA-positive plasma cells.. Res Vet Sci.

[5] Kuzmuk KN, Swanson KS, Tappenden KA, Schook LB, Fahey GC (2005). Diet and age affect intestinal morphology and large bowel fermentative end-product concentrations in senior and young adult dogs.. J Nutr.

[6] Swanson KS, Schook LB, Fahey GC (2003). Nutritional genomics: implications for companion animals.. J Nutr.

[7] Notterman DA, Alon U, Sierk AJ, Levine AJ (2001). Transcriptional gene expression profiles of colorectal adenoma, adenocarcinoma, and normal tissue examined by oligonucleotide arrays.. Cancer Res.

[8] Lefevre M, Wiles JE, Zhang X, Howard LR, Gupta S (2008). Gene expression microarray analysis of the effects of grape anthocyanins in mice: a test of a hypothesis-generating paradigm.. Metabolism.

[9] Lee CK, Klopp RG, Weindruch R, Prolla TA (1999). Gene expression profile of aging and its retardation by caloric restriction.. Science.

[10] Lee D, Lee K, Choi J, Hyun J, Lee E (2009). cDNA microarray analysis of differential gene expression in boar testes during the prepubertal period.. Asian-Aust J Anim Sci.

[11] Swanson KS, Vester BM, Apanavicius CJ, Kirby NA, Schook LB (2009). Implications of age and diet on canine cerebral cortex transcription.. Neurobiol Aging.

[12] Middelbos IS, Vester BM, Karr-Lilienthal LK, Schook LB, Swanson KS (2009). Age and diet affect gene expression profile in canine skeletal muscle.. PLoS One.

[13] Swanson KS, Belsito KR, Vester BM, Schook LB (2009). Adipose tissue gene expression profiles of healthy young adult and geriatric dogs.. Arch Anim Nutr.

[14] Macfarlane GT, Cummings JH, Phillips SF, Pembertin JH, Shorter RG (1991). The colonic flora, fermentation, and large bowel digestive function.. The Large Intestine: Physiology, Pathophysiology, and Disease.

[15] Swanson KS, Kuzmuk KN, Schook LB, Fahey GC (2004). Diet affects nutrient digestibility, hematology, and serum chemistry of senior and weanling dogs.. J Anim Sci.

[16] Lee HM, Greeley GH, Englander EW (2001). Age-associated changes in gene expression patterns in the duodenum and colon of rats.. Mech Ageing Dev.

[17] Vester BM, Liu KJ, Keel TL, Graves TK, Swanson KS (2009). In utero and postnatal exposure to a high-protein or high-carbohydrate diet leads to differences in adipose tissue mRNA expression and blood metabolites in kittens.. Br J Nutr.

[18] Gamlem H, Nordstoga K, Glattre E (2008). Canine neoplasia - Introductory paper.. Apmis Suppl.

[19] Igarashi A, Okochi H, Bradham DM, Grotendorst GR (1993). Regulation of connective tissue growth factor gene expression in human skin fibroblasts and during wound repair.. Mol Biol Cell.

[20] Lin BR, Chang CC, Che TF, Chen ST, Chen RJ (2005). Connective tissue growth factor inhibits metastasis and acts as an independent prognostic marker in colorectal cancer.. Gastroenterology.

[21] Deng YZ, Chen PP, Wang Y, Yin D, Koeffler HP (2007). Connective tissue growth factor is overexpressed in esophageal squamous cell carcinoma and promotes tumorigenicity through beta-catenin-T-cell factor/Lef signaling.. J Biol Chem.

[22] Yang F, Tuxhorn JA, Ressler SJ, McAlhany SJ, Dang TD (2005). Stromal expression of connective tissue growth factor promotes angiogenesis and prostate cancer tumorigenesis.. Cancer Res.

[23] Xie D, Nakachi K, Wang H, Elashoff R, Koeffler HP (2001). Elevated levels of connective tissue growth factor, WISP-1, and CYR61 in primary breast cancers associated with more advanced features.. Cancer Res.

[24] Wu CC, Shyu RY, Chou JM, Jao SW, Chao PC (2006). RARRES1 expression is significantly related to tumour differentiation and staging in colorectal adenocarcinoma.. Eur J Cancer.

[25] Stossel TP, Condeelis J, Cooley L, Hartwig JH, Noegel A (2001). Filamins as integrators of cell mechanics and signalling.. Nat Rev Mol Cell Biol.

[26] Zhou X, Tian F, Sandzen J, Cao R, Flaberg E (2007). Filamin B deficiency in mice results in skeletal malformations and impaired microvascular development.. Proc Natl Acad Sci U S A.

[27] Kato T, Satoh S, Okabe H, Kitahara O, Ono K (2001). Isolation of a novel human gene, MARKL1, homologous to MARK3 and its involvement in hepatocellular carcinogenesis.. Neoplasia.

[28] Pederson L, Ruan M, Westendorf JJ, Khosla S, Oursler MJ (2008). Regulation of bone formation by osteoclasts involves Wnt/BMP signaling and the chemokine sphingosine-1-phosphate.. Proc Natl Acad Sci U S A.

[29] Pal R, Khanna A (2006). Role of smad- and wnt-dependent pathways in embryonic cardiac development.. Stem Cells Dev.

[30] Lee RH, Iioka H, Ohashi M, Iemura S, Natsume T (2007). XRab40 and XCullin5 form a ubiquitin ligase complex essential for the noncanonical Wnt pathway.. EMBO J.

[31] Voutsadakis IA (2008). The ubiquitin-proteasome system in colorectal cancer.. Biochim Biophys Acta.

[32] Xu Y, Pasche B (2007). TGF-beta signaling alterations and susceptibility to colorectal cancer.. Hum Mol Genet.

[33] Zhang Y, Feng XH, Derynck R (1998). Smad3 and Smad4 cooperate with c-Jun/c-Fos to mediate TGF-beta-induced transcription.. Nature.

[34] Pearson G, Robinson F, Beers Gibson T, Xu BE, Karandikar M (2001). Mitogen-activated protein (MAP) kinase pathways: regulation and physiological functions.. Endocr Rev.

[35] Kiss-Toth E, Bagstaff SM, Sung HY, Jozsa V, Dempsey C (2004). Human tribbles, a protein family controlling mitogen-activated protein kinase cascades.. J Biol Chem.

[36] Mori M, Shiraishi T, Tanaka S, Yamagata M, Mafune K (1999). Lack of DMBT1 expression in oesophageal, gastric and colon cancers.. Br J Cancer.

[37] Mollenhauer J, Helmke B, Muller H, Kollender G, Krebs I (2002). An integrative model on the role of DMBT1 in epithelial cancer.. Cancer Detect Prev.

[38] Pyronnet S, Bousquet C, Najib S, Azar R, Laklai H (2008). Antitumor effects of somatostatin.. Mol Cell Endocrinol.

[39] Tulassay Z (1998). Somatostatin and the gastrointestinal tract.. Scand J Gastroenterol Suppl.

[40] Harding MA, Theodorescu D (2007). RhoGDI2: a new metastasis suppressor gene: discovery and clinical translation.. Urol Oncol.

[41] Shouse GP, Cai X, Liu X (2008). Serine 15 phosphorylation of p53 directs its interaction with B56gamma and the tumor suppressor activity of B56gamma-specific protein phosphatase 2A.. Mol Cell Biol.

[42] Wang Y, Devereux W, Stewart TM, Casero RA (1999). Cloning and characterization of human polyamine-modulated factor-1, a transcriptional cofactor that regulates the transcription of the spermidine/spermine N(1)-acetyltransferase gene.. J Biol Chem.

[43] Luk GD (1990). Polyamines in intestinal growth.. Biochem Soc Trans.

[44] Hameed S, Dhillo WS, Bloom SR (2009). Gut hormones and appetite control.. Oral Dis.

[45] Schjoldager BT, Mortensen PE, Christiansen J, Orskov C, Holst JJ (1989). GLP-1 (glucagon-like peptide 1) and truncated GLP-1, fragments of human proglucagon, inhibit gastric acid secretion in humans.. Dig Dis Sci.

[46] Willms B, Werner J, Holst JJ, Orskov C, Creutzfeldt W (1996). Gastric emptying, glucose responses, and insulin secretion after a liquid test meal: effects of exogenous glucagon-like peptide-1 (GLP-1)-(7-36) amide in type 2 (noninsulin-dependent) diabetic patients.. J Clin Endocrinol Metab.

[47] Drucker DJ (2003). Glucagon-like peptides: regulators of cell proliferation, differentiation, and apoptosis.. Mol Endocrinol.

[48] Ghatei MA, Goodlad RA, Taheri S, Mandir N, Brynes AE (2001). Proglucagon-derived peptides in intestinal epithelial proliferation: glucagon-like peptide-2 is a major mediator of intestinal epithelial proliferation in rats.. Dig Dis Sci.

[49] James SP (1993). The gastrointestinal mucosal immune system.. Dig Dis.

[50] Watson AJ (2006). An overview of apoptosis and the prevention of colorectal cancer.. Crit Rev Oncol Hematol.

[51] Kone BC, Kuncewicz T, Zhang W, Yu ZY (2003). Protein interactions with nitric oxide synthases: controlling the right time, the right place, and the right amount of nitric oxide.. Am J Physiol Renal Physiol.

[52] Yang GY, Taboada S, Liao J (2009). Induced nitric oxide synthase as a major player in the oncogenic transformation of inflamed tissue.. Methods Mol Biol.

[53] Keklikoglu N, Koray M, Kocaelli H, Akinci S (2008). iNOS expression in oral and gastrointestinal tract mucosa.. Dig Dis Sci.

[54] Rodriguez-Cabezas ME, Galvez J, Lorente MD, Concha A, Camuesco D (2002). Dietary fiber down-regulates colonic tumor necrosis factor alpha and nitric oxide production in trinitrobenzenesulfonic acid-induced colitic rats.. J Nutr.

[55] Chang W, Ma L, Lin L, Gu L, Liu X (2009). Identification of novel hub genes associated with liver metastasis of gastric cancer.. Int J Cancer.

[56] Kiyokawa N, Sekino T, Matsui T, Takenouchi H, Mimori K (2004). Diagnostic importance of CD179a/b as markers of precursor B-cell lymphoblastic lymphoma.. Mod Pathol.

[57] Henderson NC, Sethi T (2009). The regulation of inflammation by galectin-3.. Immunol Rev.

[58] Xu L, Badolato R, Murphy WJ, Longo DL, Anver M (1995). A novel biologic function of serum amyloid A. Induction of T lymphocyte migration and adhesion.. J Immunol.

[59] Urieli-Shoval S, Cohen P, Eisenberg S, Matzner Y (1998). Widespread expression of serum amyloid A in histologically normal human tissues. Predominant localization to the epithelium.. J Histochem Cytochem.

[60] DeLeve LD, Kaplowitz N (1991). Glutathione metabolism and its role in hepatotoxicity.. Pharmacol Ther.

[61] Pool-Zobel B, Veeriah S, Bohmer FD (2005). Modulation of xenobiotic metabolising enzymes by anticarcinogens – focus on glutathione S-transferases and their role as targets of dietary chemoprevention in colorectal carcinogenesis.. Mutat Res.

[62] Velazquez OC, Lederer HM, Rombeau JL (1997). Butyrate and the colonocyte. Production, absorption, metabolism, and therapeutic implications.. Adv Exp Med Biol.

[63] Fitch MD, Fleming SE (1999). Metabolism of short-chain fatty acids by rat colonic mucosa in vivo.. Am J Physiol.

[64] Saksena S, Theegala S, Bansal N, Gill RK, Tyagi S (2009). Mechanisms Underlying Modulation of Monocarboxylate Transporter 1 (MCT1) by Somatostatin in Human Intestinal Epithelial Cells.. Am J Physiol Gastrointest Liver Physiol.

[65] Williams EA, Coxhead JM, Mathers JC (2003). Anti-cancer effects of butyrate: use of micro-array technology to investigate mechanisms.. Proc Nutr Soc.

[66] Scharlau D, Borowicki A, Habermann N, Hofmann T, Klenow S (2009). Mechanisms of primary cancer prevention by butyrate and other products formed during gut flora-mediated fermentation of dietary fibre.. Mutat Res.

[67] Hunt ND, Hyun DH, Allard JS, Minor RK, Mattson MP (2006). Bioenergetics of aging and calorie restriction.. Ageing Res Rev.

[68] Van Schaftingen E, Detheux M, Veiga da Cunha M (1994). Short-term control of glucokinase activity: role of a regulatory protein.. FASEB J.

[69] Eklof V, Van Guelpen B, Hultdin J, Johansson I, Hallmans G (2008). The reduced folate carrier (RFC1) 80G>A and folate hydrolase 1 (FOLH1) 1561C>T polymorphisms and the risk of colorectal cancer: a nested case-referent study.. Scand J Clin Lab Invest.

[70] Choi SW, Friso S, Dolnikowski GG, Bagley PJ, Edmondson AN (2003). Biochemical and molecular aberrations in the rat colon due to folate depletion are age-specific.. J Nutr.

[71] Velayos-Baeza A, Vettori A, Copley RR, Dobson-Stone C, Monaco AP (2004). Analysis of the human VPS13 gene family.. Genomics.

[72] Tardy C, Sabourdy F, Garcia V, Jalanko A, Therville N (2009). Palmitoyl protein thioesterase 1 modulates tumor necrosis factor alpha-induced apoptosis.. Biochim Biophys Acta.

[73] Ozawa H, Takata K (1995). The granin family–its role in sorting and secretory granule formation.. Cell Struct Funct.

[74] Vogel VG, McPherson RS (1989). Dietary epidemiology of colon cancer.. Hematol Oncol Clin North Am.

[75] Mukherjee AB, Zhang Z, Chilton BS (2007). Uteroglobin: a steroid-inducible immunomodulatory protein that founded the Secretoglobin superfamily.. Endocr Rev.

[76] Henderson B (2009). Integrating the cell stress response: a new view of molecular chaperones as immunological and physiological homeostatic regulators.. Cell Biochem Funct.

[77] Chen D, Zhao M, Harris SE, Mi Z (2004). Signal transduction and biological functions of bone morphogenetic proteins.. Front Biosci.

[78] Kersten C, Sivertsen EA, Hystad ME, Forfang L, Smeland EB (2005). BMP-6 inhibits growth of mature human B cells; induction of Smad phosphorylation and upregulation of Id1.. BMC Immunol.

[79] AAFCO (2004). Official publication.

[80] Diehn M, Sherlock G, Binkley G, Jin H, Matese JC (2003). SOURCE: a unified genomic resource of functional annotations, ontologies, and gene expression data.. Nucleic Acids Res.

[81] Smyth GK (2004). Linear Models and Empirical Bayes Methods for Assessing Differential Expression in Microarray Experiments. Statistical Applications in Genetics and Molecular Biology.

[82] Benjamini Y, Hochberg Y (1995). Controlling the False Discovery Rate - a Practical and Powerful Approach to Multiple Testing.. J Roy Stat Soc Ser.

How the deposited data were processed for this re-analysis (not part of the article)

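Colonic mucosa of 12 dogs was measured, 3 each of senior (12 years) and young adult (1 year) dogs fed APB or PPB for 12 months, with 1 GeneChip Canine Genome Array per dog and no pooling. The deposited table holds 1 value per probe set and array on the log2 scale, which the authors made from the scans with GCRMA (background correction, normalization between arrays and summary of the probes of a probe set). The GCRMA version and options, scan dates and batches are not given in the sources used here. The table has 23913 probe sets, 77 of them controls. Medians over the tested probe sets run from 5.73 to 5.98 per array, and correlations between arrays from 0.940 to 0.991. The scans themselves were not used here.

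The 14217 non-control probe sets of highest mean over the 12 arrays were tested, the number of expressed probe sets the paper gives. The paper's own rule for that number is not given in its text. The lowest mean tested is a log2 value of 2.85. Values were used as deposited, with no further normalization. Genes were named from the array annotation: 7520 tested probe sets carry 1 symbol (5113 genes), 118 several and 6579 none. Older symbols in the paper were matched to current ones (CCN2 for CTGF, for example). A gene is given by its probe set of highest mean unless another is named, and a list holds 1 probe set per gene.

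Group means were fitted with limma 3.58.1 in R 4.3.3 as 4 groups, with contrasts for age on each diet and for diet at each age, for the average age and diet effects, and for the age by diet interaction. eBayes moderated the variances (prior df 1.26, residual df 8), and p was adjusted by the Benjamini-Hochberg method within each contrast. A probe set is called at an adjusted p under 0.10 and above 1.5-fold, the paper's threshold. Before the data were examined, 37 gene lists were fixed for the cell types and pathways of the colon, beside 3 lists of the paper's own genes. The 33 with at least 3 measured members were tested with camera at a preset correlation of 0.01, camera with an estimated correlation, and fry, with a median of 36.4% of a list measured. A list is called at a camera adjusted p under 0.10. Several lists hold genes that the paper had already named as changed from these same samples. A shift of such a list is not wholly independent evidence. Counts adjusted over the list alone use the same fold limit. Correlations and group differences of the arrays were tested by exact or random permutation.

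Named genes were taken from those that the paper names in its text or Tables 2 to 8, whose values in those tables had been seen, the called genes, and up to 4 members of each list, the called ones first and otherwise those of highest mean. BID was added after its values were seen, and JUNB, IER2, FCGR1A and NR4A1 are named because they make up small counts. Many genes of Tables 2 to 8 enter only the counts and medians over those tables, and 2 of the paper's genes are not reported here by name. The 3'–5' difference of an array is the mean over the GAPDH and actin control probe sets of the 3' value minus the 5' value.

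Alternatives fixed before the data were examined were no filter, a filter at a log2 value of 4 in at least 3 arrays, a common median per array, quantile normalization, adjustment over 4 contrasts together, other thresholds, only the 2 groups compared, eBayes with a trend or robust, array weights, a replicate block, the 3'–5' difference as a covariate, leaving out each array, the mean of a gene's probe sets, and its probe set of smallest p. Other settings were chosen after the values were seen: an unadjusted p under 0.005 with 1.5-fold, and leaving out the 3 arrays of largest 3'–5' difference (senior APB 3, young adult PPB 2 and young adult PPB 3). Of the paper's folds, 143 entries of Tables 2 to 8 were compared. The real-time PCR of the study was not analysed here.

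The fit was tested on simulated data with an age effect put into 200 of the 14217 probe sets in dogs fed PPB, with 5 runs. It called 51.2% of the changed probe sets at 2-fold, 87.2% at 4-fold, 94.4% at 8-fold and 95.6% at 16-fold, with a mean of 15 false calls per run. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.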

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

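No test of these log2 differences was chosen after its result was seen, and groups of 3 dogs are too small to be tested for single outlying dogs. The differences are those whose age effect differs between the diets in a test of that difference (12 dogs), and those of called probe sets that the paper does not name.

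One probe set, with no gene named in the annotation used here, carries the called interaction: its age effect on PPB exceeds that on APB by 1.12, SE 0.12, adjusted p = 0.0573. It is also called for age on PPB, at 0.91, and for diet in senior dogs, at -0.80. A different unnamed probe set is called for the average age effect, at 0.84. Fitted with the 3'–5' difference as a covariate, the 4 values are 1.18 (SE 0.15), 0.96 (SE 0.11), -0.82 (SE 0.0861) and 0.81 (SE 0.11), with adjusted p = 0.527, 0.217, 0.142 and 0.172. The sizes move by less than 1 SE, while 1 residual degree of freedom goes to the covariate and the adjusted p passes 0.10.

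The age effect also differs between the diets (PPB minus APB) over 10 gene lists at camera's preset correlation, and over 0 with an estimated correlation (adjusted p from 0.572 to 0.756) or with fry. Medians above 0 are MAP kinase pathway 0.30, immediate early genes 0.45, heat shock and chaperones 0.16, mucosal defense 0.49, glutathione and detoxification 0.19, smooth muscle 1.19, fibroblasts and matrix 0.85 and MHC class II 0.40. Those below 0 are the mitochondrial ribosome at -0.24 and the interferon response at -0.68. The preset adjusted p runs from 0.000721 (fibroblasts and matrix) to 0.0872 (heat shock, MHC class II and interferon). The preset call holds without any single array for immediate early genes (0.69 without senior PPB 1), glutathione and detoxification (0.31 without senior APB 1, 0.12 without senior APB 3 and 0.31 without young adult PPB 1) and fibroblasts and matrix (1.31 without senior PPB 1 and 0.28 without senior PPB 2). It is lost for the MAP kinase pathway without senior PPB 2 (0.14), for mucosal defense without young adult PPB 1 (0.37), for the mitochondrial ribosome without young adult PPB 1 (-0.16), for smooth muscle without senior APB 1 (0.60), senior PPB 2 (0.0951) or young adult PPB 1 (0.99), for heat shock without senior APB 2 (0.0786), senior APB 3 (0.15), senior PPB 1 (0.22), senior PPB 3 (0.15), young adult APB 3 (0.0286), young adult PPB 1 (0.0984) or young adult PPB 3 (0.0813), for MHC class II without senior APB 2 (0.30), senior PPB 1 (0.42), senior PPB 2 (0.32), young adult APB 3 (0.20), young adult PPB 1 (0.35) or young adult PPB 3 (0.37) and for the interferon response without senior APB 1 (0.0712), senior PPB 1 (-0.50), senior PPB 3 (-0.68), young adult APB 1 (-0.41), young adult PPB 2 (-0.68) or young adult PPB 3 (-0.61). Medians also move, with the call held, for the MAP kinase pathway (0.19 without young adult APB 3), mucosal defense (0.32 without young adult APB 3), the mitochondrial ribosome (-0.11 without senior PPB 2) and the interferon response (-1.04 without senior APB 2). The 3'–5' difference as a covariate ends the call of the MAP kinase pathway (0.13, adjusted p = 0.527), heat shock (0.14, adjusted p = 0.527), detoxification (0.14, adjusted p = 0.546) and MHC class II (0.29, adjusted p = 0.468), and the other 6 stay under 0.10.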

How the results depend on the processing

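An unadjusted p under 0.005 and the omission of 3 arrays were chosen after the values were seen, and the other settings before. Counts of called probe sets are given against the reported ones, which are age on APB 1, age on PPB 1, age on either diet 2, diet in senior dogs 1, diet in young adult dogs 0, diet at either age 1, average age 3, average diet 0, interaction 1 and list shifts 27. With limma every setting but the unadjusted limits, array weights and leaving out senior PPB 3 calls at most 8 in any comparison. The cause of a change was not tested.

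The 3'–5' difference as a covariate brings age on APB, age on PPB, age on either diet, diet in senior dogs, diet at either age, average age and interaction to 0, while sizes move by less than 1 SE (CHGB on APB from -2.60 to -2.66 and on average from -1.87 to -1.81, LOC479911 on average from -2.57 to -2.50) and 1 residual degree of freedom is lost. An adjusted p under 0.05 gives age on APB 0, age on either diet 1, average age 0 and interaction 0. A common median per array gives age on PPB 0, age on either diet 1, diet in senior dogs 0, diet at either age 0 and interaction 0. eBayes with a trend gives diet in senior dogs 0, diet at either age 0, average age 5 and interaction 0. Log2 above 4 in at least 3 arrays (10005 probe sets) gives age on APB 2, age on PPB 0, diet in senior dogs 0, diet at either age 0, average age 7, interaction 0 and a mean correlation between arrays of 0.957. No filter (23836 probe sets) gives age on APB 0, age on PPB 2 and average age 0. Only the 2 groups compared gives age on APB 0, age on PPB 0, age on either diet 0, diet in senior dogs 0 and diet in young adult dogs 1, and can give no average or interaction. Quantile normalization repeated gives average age 1. Adjustment over the 4 contrasts together, no fold limit and robust eBayes leave every count within 1.5 times.

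Replicate numbers are not known to pair dogs: deviations from the group mean correlate at a mean r of 0.151 between arrays of the same number (18 pairs, -0.187 to 0.379) and -0.0763 between others. With a replicate block, age on APB is 0, age on either diet 1, diet in senior dogs 0, diet at either age 0, average age 0 and interaction 0.

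Array weights did not converge, with weights from 0.222 (senior APB 3) to 10.1 (young adult APB 2), and give age on APB 1250, age on either diet 1251, diet in young adult dogs 820, diet at either age 821, average age 548, average diet 13 and interaction 2. With them the mitochondrial ribosome median for diet in senior dogs is -0.0631 and the enteroendocrine median for average diet 0.161, both of opposite sign. Medians of opposite sign under array weights are also those of enteroendocrine genes for diet in senior dogs (0.0854), fibroblasts on PPB (-0.0160), TGF-beta for average age (-0.0316), and the interactions of the mitochondrial ribosome (0.0224) and interferon (0.0541).

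An unadjusted p under 0.01 gives age on APB 100, age on PPB 250, age on either diet 333, diet in senior dogs 72, diet in young adult dogs 57, diet at either age 126, average age 168, average diet 25 and interaction 98. An unadjusted p under 0.005 gives 50, 154, 194, 41, 26, 66, 109, 16 and 54. Without the 3 arrays of largest 3'–5' difference, age on APB is 0, age on PPB 2, diet in senior dogs 0, diet in young adult dogs 2, diet at either age 2, average age 0 and interaction 0.

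List shifts are 0 with an estimated correlation, 6 with fry and 20 to 39 under the others. Leaving out 1 array gives, lowest and highest, age on APB 0 and 7, age on PPB 0 and 193, age on either diet 0 and 195, diet in senior dogs 0 and 4, diet in young adult dogs 0 and 8, diet at either age 0 and 8, average age 0 and 68, average diet 0 and 0 (limma calls none), and interaction 0 and 1. Counts of 193, 195 and 68 are those without senior PPB 3, 7 that without senior APB 2, and 8 those without young adult PPB 1. List medians change sign without senior PPB 2 for smooth muscle on PPB (-0.0576, up to 0.99) and fibroblasts on PPB (-0.248, up to 0.69), without young adult PPB 1 for fibroblasts on PPB (-0.00318), and without senior APB 1 for the interferon interaction (0.0712, from -1.04). TGF-beta for average age changes sign with no filter (-0.00262) and a common median per array (-0.00776). Without senior PPB 2 camera's direction turns for smooth muscle in the average diet effect, with a median of -0.0630 (from -0.47). Of the list results over all settings 957 keep their call, 237 lose it and 6 turn in camera's direction, which the sign of the median need not follow. Besides fry, an estimated correlation, array weights, the covariate and the omitted arrays, camera calls are lost for splicing factors on APB (no filter, log2 above 4, common median, mean of probe sets), TGF-beta for average age (no filter), the MHC class II interaction (these 4 and the replicate block), the interferon interaction (no filter, log2 above 4, common median, replicate block), detoxification for diet in senior dogs (replicate block, mean of probe sets) and the heat shock interaction (replicate block). Of the values of named genes, 7551 stay called or uncalled as reported, 292 gain a call and 27 move by more than the spread between dogs.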

Differences from the paper's values

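Counts are set beside the paper's at its own limits, an adjusted p under 0.10 and 1.5-fold, with the number of expressed probe sets it gives. An unadjusted p under 0.005 was chosen after the values were seen, and the other settings before the data were examined.

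The paper gives 278 changed transcripts, 212 by age and 66 by diet, against 3, 2 and 1 here (2 distinct probe sets, since 1 is called for age and for diet and the total counts it for each), or 1.96%, 1.49% and 0.46% of those expressed, against 0.0211%, 0.0141% and 0.00703%. For age it gives 84 higher and 128 lower, against 1 and 1, and for diet 31 higher and 35 lower with APB, against 0 and 1. Its annotated genes number 138, with 106 for age and 32 for diet, against 1, 1 and 0. By group it gives 87 genes for age on PPB, 24 on APB, and for diet 22 in senior and 10 in young adult dogs, against 0, 1, 0 and 0. Without senior PPB 3 the values fall within 1.5 times the paper's for the totals and age (199 and 195 transcripts, 1.40% and 1.37%, 105 and 104 genes) and for genes on PPB (102). That omission also widens the 3'–5' difference between the ages on PPB from -1.85 to -2.30. An unadjusted p under 0.01 with 1.5-fold does so for transcripts lower with age (180) and genes on PPB (126). All other planned settings still differ for these counts, and every planned setting does for the paper's 84, 66, 31, 35, 32, 24, 22, 10 and 0.46%. An unadjusted p under 0.005 with 1.5-fold, chosen after the values were seen, gives 194 for age and 66 for diet, 91 and 104 in direction. It drops 0 of the 106 tested entries of Tables 2 to 8 matched by a named probe set.

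Of 122 listed folds with a tested probe set named for the gene, 102 lie within the spread between dogs and 20 differ when the probe set of highest mean is used, of which 8 come within it with the gene's probe set of smallest p. Every listed sign holds for age on APB (18 of 18) and for diet (22 of 22 and 7 of 7), and 73 of 75 do for age on PPB.

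Under every planned setting these signed folds differ, the paper's first: for age on PPB MARK1 2.21 against 1.44, PCTK1 2.04 against -1.16, HSP90AA1 3.82 against 1.23, PPP2R5C -2.34 against -1.12, CISD1 -2.11 against -1.63, and for age on APB DMBT1 -83.88 against -1.07, and for diet in senior dogs IQGAP1 -5.68 against -1.45, GPI 2.20 against 1.08. With the probe set of smallest p, and no other planned setting, these come within the spread: for age on PPB MAT2A 2.41 against 1.30, EIF4ENIF1 2.28 against 1.27, PPT1 5.35 against 1.85, SFRS5 3.56 against 1.26, MYL6 3.06 against -1.11, CNIH4 -1.89 against -1.18, and for diet in young adult dogs PCTK1 1.99 against 1.12 (MAT2A 2.41, EIF4ENIF1 2.28, PPT1 5.35, SFRS5 3.56, MYL6 3.06, CNIH4 -1.89, PCTK1 2.04). METTL5, the paper's -2.08 for age on PPB against -1.44, comes within the spread without senior PPB 1 (-1.67) and with the probe set of smallest p (-2.08), and under no other planned setting. MIS12, the paper's 1.59 for diet in senior dogs against 1.04, comes within the spread without senior APB 3 (1.26), and under no other planned setting. DLST, the paper's 1.85 for diet in young adult dogs against 3.75, comes within the spread with the 3'–5' difference as a covariate (1.39), without young adult APB 1 (3.10), without young adult PPB 2 (3.23), without young adult PPB 3 (3.02) and with the mean of its probe sets (1.90), and under no other planned setting. CNDP2, the paper's 2.34 for diet in senior dogs against 1.10, comes within the spread with array weights (1.59) and without senior PPB 2 (1.59), and under no other planned setting. CSNK1D, the paper's 2.09 for diet in young adult dogs against 1.20, comes within the spread with the 3'–5' difference as a covariate (1.62), and under no other planned setting.

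The row with the symbol IQGAP1 carries the gene name SAR1 gene in the paper, and its fold is found on the probe set named for SAR1A, so the comparison by symbol is with another gene. The fold of CISD1 is found on another of its named probe sets (-2.11), which is neither the one of highest mean nor that of smallest p. The paper's folds of CNDP2 (2.34), GPI (2.20), PCTK1 (2.04 and 1.99), DLST for diet (1.85) and CSNK1D (2.09) are found on probe sets with no gene named here. So are those of MARK1 (2.21), PPP2R5C (-2.34) and DMBT1 (-83.88), while that of MIS12 (1.59) is found on one named for ITGA6. The comparison by gene may therefore use another probe set than the paper's for these entries. Listed entries that are not called here are called, among 122, under array weights, which did not converge (21), without senior PPB 3 (26), without senior PPB 1 (3), without senior APB 2 (2), without young adult PPB 1 (2), with the probe set of smallest p (1) and at an unadjusted p under 0.01 (97) or, chosen after the values were seen, 0.005 (95). The paper gives 2.40 for MTHFSD on PPB in its text and 1.83 in its Table 2, and no probe set is named for that gene here. The paper reports a larger response to diet in senior dogs. The called probe sets number 1 in senior and 0 in young adult dogs (521 and 556 at an unadjusted p under 0.05 with limma), and camera calls 12 and 0 lists, or 0 and 0 with an estimated correlation. It proposes that the MAP kinase pathway is higher in aged dogs. Its 21 genes have a median of 0.11 on PPB (camera adjusted p = 0.0210, adjusted p = 0.281 with an estimated correlation) and -0.16 on APB (camera adjusted p = 0.594, adjusted p = 0.912 with an estimated correlation).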

Other observations

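Tests at an unadjusted p under 0.005, the sizes of the 193 probe sets with the covariate and the slopes for diet were chosen after the values were seen, and all others were fixed before. TFF3, the trefoil peptide gene of goblet cells, differed with age by 0.12 (SE 0.11) on APB and 0.25 (SE 0.11) on PPB (adjusted p = 0.961 and 0.560, 3 dogs per group). CLCA1, another goblet cell gene, differed by -0.33 (SE 1.18) and 1.28 (SE 1.18) (adjusted p = 1.00 and 0.777). Over 8 goblet cell genes the medians are -0.29 and -0.0181 (camera adjusted p = 0.594 and 0.954). FABP1, the fatty acid binding gene of absorptive colonocytes, differed by 0.11 (SE 0.0974) and 0.11 (SE 0.0974), and over 7 colonocyte genes the medians are -0.0525 and 0.11 (camera adjusted p = 0.614 and 0.564). The 61 cytosolic ribosome genes have medians of -0.00850 and -0.0240, with 28 and 26 above 0. Endothelial genes, 7 measured, have -0.24 and 0.0308 (camera adjusted p = 0.799 and 0.872). Genes of the pancreas and small intestine, 6 measured, have -0.00479 and 0.16, with RBP2, a retinol binding gene of enterocytes, at 0.31 (SE 0.65) and 0.11 (SE 0.65).

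Diet averaged over age (APB minus PPB, 6 dogs per diet) calls lists beyond the interferon and T cell genes. ACTA2 differed by -0.34 (SE 0.38) and MYH11 by -0.37 (SE 0.65), and 13 of 14 smooth muscle genes lie below 0, with a median of -0.29 (camera adjusted p = 0.0106, adjusted p = 0.759 with an estimated correlation, and -0.33, adjusted p = 0.0418, with the covariate). Immediate early genes have -0.14, 10 of 12 below 0 (camera adjusted p = 0.00509, adjusted p = 0.496 with an estimated correlation, and -0.13, adjusted p = 0.00226, with the covariate). Splicing factors have -0.0943, 26 of 38 below 0 (camera adjusted p = 0.00797, adjusted p = 0.496 with an estimated correlation, and -0.0411, adjusted p = 0.217, with the covariate), and enteroendocrine genes -0.26, 6 of 6 below 0 (camera adjusted p = 0.0757, adjusted p = 0.758 with an estimated correlation, and -0.21, adjusted p = 0.203, with the covariate). The smooth muscle call is lost without senior APB 1 (-0.13, adjusted p = 0.286), senior PPB 2 (-0.0630, adjusted p = 0.754) or young adult PPB 2 (-0.16, adjusted p = 0.101), and the median is -0.45 without senior APB 3, -0.47 without senior PPB 1 and -0.46 without senior PPB 3. The immediate early call is lost without senior APB 3 or senior PPB 2 (-0.10 and -0.0105), the splicing factor call without young adult PPB 3 (-0.0616), and the enteroendocrine call without 6 of the 12 arrays, from -0.30 to -0.13. UCHL1, a neuronal ubiquitin hydrolase gene, differed by -0.26 (SE 0.54) and STMN2, a neuronal microtubule gene, by -0.32 (SE 0.50) in young adult dogs, where 7 of 7 enteric neuron and glia genes lie below 0, with a median of -0.32 (camera adjusted p = 0.244, adjusted p = 0.795 with an estimated correlation).

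Senior minus young adult dogs fed PPB differ in the 3'–5' difference, so each probe set's slope on that difference was estimated only within the dogs fed APB. Across the 14217 probe sets, which are not independent replicates, this slope correlates with the age difference on PPB at Spearman rho = -0.322. The 71 probe sets higher with age on PPB at an unadjusted p under 0.005 have a median slope of -0.101 and the 83 lower ones 0.0761, against 0.0332 over all and the central 95% of random sets at 0.00802 to 0.0644 and 0.0101 to 0.0607. RNA integrity may therefore account for part of the age differences on PPB, but the slope leans on 1 array. Senior APB 3 has a 3'–5' difference of 3.24, while the other dogs fed APB lie at 0.74 to 1.43. Without senior PPB 3, where 193 are called, rho is -0.374. The 3'–5' difference of senior minus young adult dogs on PPB then widens from -1.85 to -2.30. The higher of the called probe sets have a median slope of -0.190 and the lower ones 0.0689. The median size of these 193 goes from 1.31 to 1.12 with the covariate while their median SE goes from 0.24 to 0.31, so that 0 stay called, and the lost calls do not show RNA integrity as their source. Age itself stays open beside it, since on PPB the 2 move together and their shares cannot be separated here, while the size of the called probe set's difference (0.91) is 0.96 with the covariate. For diet the same slope correlates at 0.370 in senior and -0.333 in young adult dogs, where the 3'–5' difference differs by 0.757 and -1.74. The slope shares the APB arrays with both, so no explanation was tested there.

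SST, GCG, CHGB, SCG3 and SCG5 averaged over the diets are lower in senior dogs by log2 differences of -3.61, -1.68, -1.75, -1.15 and -0.71, and CPE differs by 0.0312. In a fit with the 3'–5' difference as a covariate they are -3.75, -1.58, -1.40, -1.17, -0.68 and 0.18. The list median moves from -1.41 to -1.29, which is -1.28 against all genes (camera adjusted p = 6.45e-07). Over this result's alternatives the camera adjusted p runs from 7.82e-09 to 0.155. The 0.155 is that with an estimated correlation and no covariate, where the list is not called. The size of the list median with the covariate excludes RNA integrity as the whole cause. Fewer epithelial cells are excluded as well, since the goblet cell median of -0.0623 and the colonocyte median of 0.000529 lie far above it, the higher of them by 1.41 (quartiles of enteroendocrine genes -1.73 and -0.82, of goblet cell genes -0.30 and 0.0668). The study itself had named all of these genes but CPE from these samples, so they are not independent evidence of a fall. Fewer enteroendocrine cells and less transcript in each cell both remain possible with age, and neither was tested.

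Other splits of the dogs were counted for each comparison. Splits of 3 against 3 number 10, too few for a share under 0.05: age on APB has 1 call and at most 3 in another split, age on PPB 1 and 4, diet in senior dogs 1 and 14, and diet in young adult dogs 0 and 1 (as many calls in 3, 3, 8 and, as any count reaches 0, 10 splits). At an unadjusted p under 0.005 a split of the senior dogs passes 191 probe sets against 41 for diet, one of the young adult dogs 102 against 26, one of the dogs fed PPB 182 against 154 for age and one of those fed APB 76 against 50. In senior dogs 7 of the 9 other splits pass more than diet does. With 10 splits these counts alone cannot decide whether the senior samples have a structure other than diet. Over the 12 arrays the first principal component follows the 3'–5' difference (Pearson r = -0.933), so the arrays do hold a structure beside diet. Its share in these counts was not tested. In young adult dogs 2 of the 9 pass more than diet does (102 and 46) and 7 pass 4 to 25, fewer than diet. The 3'–5' difference does not follow the highest counts throughout: these splits have the largest gap possible in senior dogs (1.46) and on PPB (2.01), but on APB 1.005 where 1.018 is possible, and in young adult dogs 1.56, where diet itself has the largest (1.74). For the average age effect 1 of 100 splits, the real one, gives as many as its 3 calls, with at most 2 in another. This argues against chance for that count, but the margin is small and chance is not excluded. The 3 calls fall to 0 with the 3'–5' difference as a covariate, with a replicate block or with no filter. Chance is not excluded for the interaction either (1 call, as many in 16 of 100, at most 13 in another). For the average diet effect the real count is 0, which all 100 of 100 splits reach whatever their calls (at most 2), so the count tests nothing there.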
